# GLUT1 overexpression enhances glucose metabolism and promotes neonatal heart regeneration

**DOI:** 10.1038/s41598-021-88159-x

**Published:** 2021-04-21

**Authors:** Viviana M. Fajardo, Iris Feng, Bao Ying Chen, Cesar A. Perez-Ramirez, Baochen Shi, Peter Clark, Rong Tian, Ching-Ling Lien, Matteo Pellegrini, Heather Christofk, Haruko Nakano, Atsushi Nakano

**Keywords:** Cardiovascular biology, Cell biology, Developmental biology

## Abstract

The mammalian heart switches its main metabolic substrate from glucose to fatty acids shortly after birth. This metabolic switch coincides with the loss of regenerative capacity in the heart. However, it is unknown whether glucose metabolism regulates heart regeneration. Here, we report that glucose metabolism is a determinant of regenerative capacity in the neonatal mammalian heart. Cardiac-specific overexpression of Glut1, the embryonic form of constitutively active glucose transporter, resulted in an increase in glucose uptake and concomitant accumulation of glycogen storage in postnatal heart. Upon cryoinjury, Glut1 transgenic hearts showed higher regenerative capacity with less fibrosis than non-transgenic control hearts. Interestingly, flow cytometry analysis revealed two distinct populations of ventricular cardiomyocytes: Tnnt2-high and Tnnt2-low cardiomyocytes, the latter of which showed significantly higher mitotic activity in response to high intracellular glucose in Glut1 transgenic hearts. Metabolic profiling shows that Glut1-transgenic hearts have a significant increase in the glucose metabolites including nucleotides upon injury. Inhibition of the nucleotide biosynthesis abrogated the regenerative advantage of high intra-cardiomyocyte glucose level, suggesting that the glucose enhances the cardiomyocyte regeneration through the supply of nucleotides. Our data suggest that the increase in glucose metabolism promotes cardiac regeneration in neonatal mouse heart.

## Introduction

Heart disease is the leading cause of death worldwide. This is in part due to the fact that the heart is the least regenerative of organs in the body. As a result, the loss of cardiomyocytes is compensated by the increase in the workload of the remaining cardiomyocytes. However, recent studies revealed that postnatal cardiomyocytes can renew at a very low but measurable rate. Neonatal mouse heart can fully regenerate up to 15% of the muscle during the first 7 days of life^1^. In human heart, cytokinesis of cardiomyocytes is detected until up to 20 years old resulting in a 3.4-fold increase in the number of cardiomyocytes since birth^2^. Pulse-chase study of atmospheric ^14^C from nuclear weapon tests suggests that human adult cardiomyocytes also undergo cytokinesis and its turnover rate is calculated to be 1% per year at age 25, declining to 0.45% by the age of 75^3,4^. These observations can potentially be therapeutically exploited^5^. The mitotic activity of mammalian cardiomyocytes during the fetal stages is rapidly lost shortly after birth, a process known as terminal differentiation^6^. Rapid conversion from hyperplastic growth to hypertrophic enlargement at this stage coincides with the polyploidization. In rodents, the polyploidization usually accompanies karyokinesis (nuclear division) without cytokinesis (cell division). Remaining mononucleated myocytes may be responsible for postnatal proliferation of murine myocytes^1,7,8^. Not only the nuclear dynamics, but the response to extracellular signals also changes before and after terminal differentiation.

Interestingly, the loss of cardiac regenerative capacity coincides with the metabolic switch of energy source. The heart consumes the most energy per gram of tissue in the body, and the cardiac muscle develops a unique structure and biochemical machinery to meet its high energy demand^9^. The embryonic heart depends mainly on glucose for ATP production, while in adult heart more than 95% of cardiac ATP is generated from fatty acid oxidation. However, during physiological embryogenesis in mice, cardiac glucose uptake drastically decreases from E10.5. This timing is long before the metabolic switch from glucose to fatty acid after birth. We have previously found that the anabolic biosynthesis of building blocks from glucose, but not the catabolic extraction of energy, is a key regulator of cardiac maturation during late embryogenesis, raising an intriguing possibility that glucose is not merely to meet the energy demand but to regulate the genetic program of cardiac maturation^10^.

While recent studies have found that glucose level regulates cardiogenesis, little is known about whether and how glucose impacts the regenerative capacity of the heart in vivo. In this study, we report that an increase in the glucose metabolism in αMHC-hGLUT1 transgenic mice potentiates the regenerative capacity and inhibits fibrosis upon neonatal heart injury. Interestingly, we found two distinct populations of cardiomyocytes: Tnnt2^high^ and relatively immature Tnnt2^low^ cardiomyocytes. Tnnt2^low^ cardiomyocytes display a three- to four-fold increase in mitotic activity and twofold increase in number in response to the increase metabolism. Glucose metabolites are significantly increased in injured Glut1 transgenic hearts, and the regenerative advantage of Glut1 transgenic hearts was abrogated by inhibition of the nucleotide biosynthesis pathway, suggesting that glucose promotes cardiac regeneration through the supply of nucleotides. Together, our results demonstrate that glucose metabolism is a determinant of regenerative capacity in neonatal mammalian heart.

## Results

### Glut1 transgenic hearts show higher glucose uptake at the basal level

Glucose is among the most tightly regulated nutrients. To increase the intra-cardiomyocyte glucose metabolism, we used α*MHC-hGLUT1* transgenic mouse line^11^. This mouse line overexpresses human GLUT1 in a cardiac-specific manner. Glut1 is an insulin-independent constitutively active glucose transporter expressed in the embryonic heart. In the postnatal heart, glucose transport is regulated predominantly by insulin-dependent Glut4 except that Glut1 becomes re-expressed in the heart upon hypertrophic stresses^12–14^. Although Glut1 is subject to heavy post-translational regulation, immunostaining and qPCR assay indicate that GLUT1 transgene is expressed strongly in the cardiac cytoplasm and sarcolemma in this mouse line. Upon injury, the Glut1 transgene becomes localized predominantly to the sarcolemma (Supplementary Fig. 1a,b). Autoradiographic imaging and quantification of ^18^F-FDG-injected mouse heart suggest that ^18^F-FDG accumulation is increased by 2.6-fold in Glut1 transgenic hearts (Glut1 tg) at P2 (Supplementary Fig. 1c,d). The ^18^F-FDG accumulation drops after P4 possibly due to the increase in the intracardiomyocyte glucose level. Consistent with the original report^11^, Glut1 transgenic mice and their wild-type (WT) control litters showed no significant difference in the body weight and heart weight (Fig. 1a and Supplementary Fig. 1f). Glut1 transgenic pups had normal but slightly lower glucose level when compared to WT at P1. However, no statistical difference was observed at P3 and P7 stages (Supplementary Fig. 1e). Thus, α*MHC-hGLUT1* transgenic mice are suitable for analyzing the effect of increased glucose uptake in the heart.

**Figure 1:**
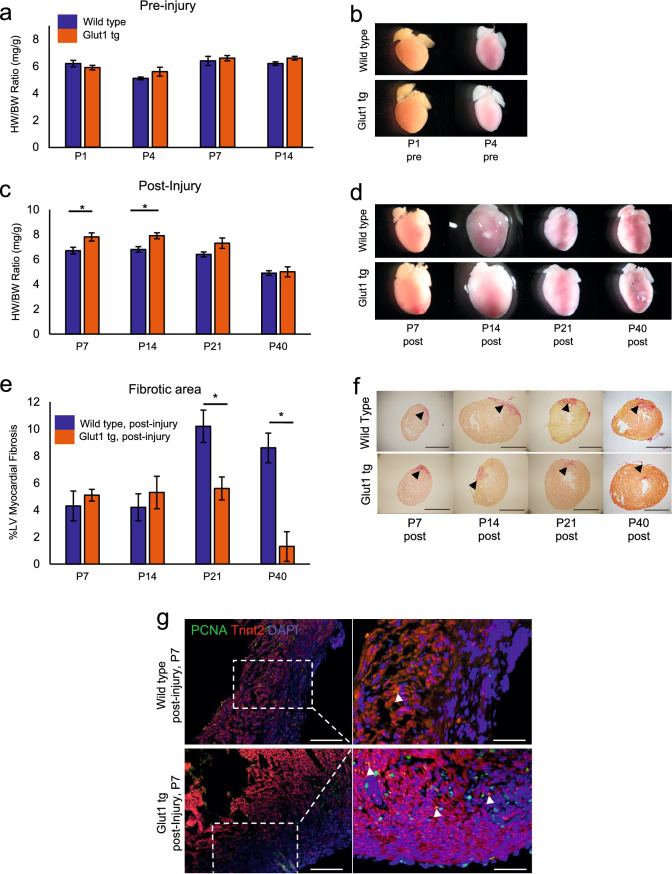
Increase in intracellular glucose promotes cardiac regeneration in Glut1 transgenic heart. (**a**) Heart weight-body weight (HW/BW) ratio of Wild type and Glut1 transgenic (Glut1 tg) mice without injury. n = 3–7 for each group, *p* = n.s. (**b**) Representative images of hearts. (**c**) Heart weight-body weight (HW/BW) ratio of Wild type and Glut1 transgenic mouse post-injury. The hearts were cryoinjured at P1 and examined at P7, 14, 21 and 40. Note that the HW/BW is higher in Glut1 transgenic hearts at P7 and 14. n = 4–9 for each group, *p < 0.05. (**d**) Images of representative hearts post-injury. Note the ballooning of the heart at P14 in both wild type and Glut1 transgenic hearts. (**e**) %Fibrotic area measured by Image J capture of Picrosirius red stainings of the hearts. Hearts were cryoinjured at P1 and examined at P7, 14, 21 and 40. n = 5–8 for each group, *p < 0.05. (**f**) Representative images of Picrosirius red staining of wild type and Glut1 transgenic hearts. Arrowheads indicate fibrotic area. Scale bar = 200 µm. (**g**) PCNA staining of the sections from wild type and Glut1 transgenic hearts 7 days post-injury. Sections were stained with a cardiac marker (Tnnt2; Red), proliferation marker (PCNA; Green) and a nuclear marker (DAPI; Blue). Note that PCNA staining is more abundant in Glut1 transgenic heart. Arrowheads indicate PCNA positive cardiomyocytes. Scale bar = 50 µm and 20 µm respectively.

### Glut1 transgenic hearts are more regenerative after injury

To test whether intra-cardiomyocyte glucose metabolism impacts the heart repair, Glut1 transgenic hearts were cryoinjured at P1 as described^15,16^. While there was no difference in the heart weight/body weight (HW/BW) ratio between WT and Glut1 transgenic hearts without injury or with sham surgery (Fig. 1a, b, and Supplementary Fig. 1f), Glut1 transgenic hearts showed a statistically significant increase in the HW/BW 7 and 14 days post-injury when compared to WT hearts (Fig. 1c,d; 7.8 ± 0.33 vs 6.7 ± 0.27 and 7.9 ± 0.24 vs 6.8 ± 0.22 at postnatal day 7 and 14, respectively, *p* < 0.05). Glut1 transgenic hearts continued to show a trend of higher HW/BW at day 21 but no statistically significant differences were seen by day 40 post-injury. To examine the fibrosis post-injury, the collagen deposition level was analyzed by H&E and Picrosirius Red stainings^17^. Image-J Software quantification of scar area/left ventricular area showed 4–5% fibrotic area in both WT and Glut1 transgenic hearts at day 7 and 14 post-injury. Cryoinjury induced up to 8–10% fibrotic area in WT hearts at P21 and P40, whereas Glut1 transgenic hearts showed a significantly lower level of fibrosis (Fig. 1e,f; 10.2 ± 1.2 vs 5.6 ± 0.85, *p* < 0.01, at P21). To determine whether the decreased level of fibrosis was associated with proliferation of cardiomyocytes in Glut1 transgenic hearts, the WT and Glut1 transgenic hearts were immunostained for PCNA (mitosis marker) and Tnnt2 (cardiac marker). Glut1 transgenic hearts showed an increase in the number of PCNA-positive cardiomyocytes (Fig. 1g and Supplementary Fig. 1g). Cardiomyocyte proliferation and angiogenesis are both required for complete regeneration of the neonatal heart after injury^18^. Vascularity tends to be increased in Glut1 transgenic heart upon injury in our study, but this is likely secondary to the cardiomyocyte proliferation as Glut1 is overexpressed specifically in cardiomyocytes (Supplementary Fig. 3). Echocardiographic analysis revealed no difference in the cardiac function between WT and Glut1 transgenic heart at P21 and 40 (Supplementary Fig. 2). Together, these data suggest that Glut1 transgenic hearts show higher regenerative capacity possibly due to the increased mitotic activity of cardiomyocytes.

### Two distinct cardiomyocyte populations in neonatal hearts

As higher mitotic activity of fetal/neonatal cardiomyocytes often accompanies lower maturation level during cardiogenesis^10^, we characterized the maturity of cardiomyocytes by Tnnt2 expression (a cardiac specific contractile protein) and Mitotracker (a marker of mitochondrial content). Flow cytometric analysis revealed two distinct populations of cardiomyocytes in neonatal hearts; Tnnt2^high^ and Tnnt2^low^ cardiomyocytes (Fig. 2a). Tnnt2^high^ and Tnnt2^low^ cardiomyocytes were Mitotracker^low^ and Mitotracker^high^, respectively. As the Mitotracker does not necessarily reflect the mitochondrial function^19–21^, we examined the mRNA expression signature of Tnnt2^high^ and Tnnt2^low^ cardiomyocytes genome-wide. To collect the cells alive, two populations were sorted from α*MHC-Cre*^*tg*^*; R26*^+*/YFP reporter*^ hearts in both WT and Glut1 transgenic background using YFP reporter and Mitotracker (Fig. 2b). 

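The RNA-seq covered 12 libraries of cardiomyocytes sorted from hearts at postnatal day 1, with 4 replicates each of Tnnt2low and Tnnt2high cells from Glut1 transgenic hearts and 2 each from WT hearts. Each Glut1 transgenic replicate was 1 heart that gave both populations, since the sample labels name the same heart for the pair. The WT labels share their numbers between the populations in the same way, but both WT numbers begin with the same heart number. The 2 WT replicates may thus come from 1 heart, and n = 2 counts the libraries of a WT population, not hearts known to be separate. The labels name the sorted cells by their Mitotracker signal, and they were read as Tnnt2low for Mitotracker high and as Tnnt2high for Mitotracker low, the pairing of the paper. The αMHC-Cre driver and the Rosa26 YFP reporter mark cells of the cardiomyocyte lineage, and the transgene places human GLUT1 under the αMHC promoter. The authors sequenced single-end 50 bp reads on a HiSeq 3000, trimmed bases under a Phred score of 20 and aligned the reads to mm10 with HISAT2. They counted reads over the exons of each gene with HTSeq, and these counts were used here. Reads assigned to genes ranged from 4065306 to 9815069 per library. The median was 8128849.5 in Tnnt2low and 4230208 in Tnnt2high libraries of Glut1 transgenic hearts. Genes took 34.1% ± 2.31 (SD, n = 4) of all records in those Tnnt2low libraries and 18.8% ± 1.78 (SD, n = 4) in the Tnnt2high libraries. For each read in a gene, 0.962 ± 0.0758 (SD, n = 4) reads of the Tnnt2low and 2.38 ± 0.169 (SD, n = 4) of the Tnnt2high libraries lay outside every annotated exon. In WT libraries these reads numbered 1.31 ± 0.258 (SD, n = 2) for Tnnt2low and 1.67 ± 0.228 (SD, n = 2) for Tnnt2high. Counts were scaled by the TMM method of edgeR, and 12252 genes with enough counts were tested with its quasi-likelihood model in 1 fit of all 12 libraries and 4 groups. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. Lists of cell cycle, sarcomere, mitochondrial, metabolic and cell type genes, chosen before the data were examined, were tested against all other genes with camera, and list members were counted at an adjusted p under 0.05 alone.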

Forward scatter plot suggests that Tnnt2^low^ (Mitotracker^high^) cardiomyocytes are slightly smaller in size (Supplementary Fig. 4c). RNA-seq analysis confirmed that Tnnt2^low^ (Mitotracker^high^) cardiomyocytes do express a slightly lower level of Tnnt2 mRNA as compared to Tnnt2^high^ (Mitotracker^low^) cardiomyocytes. 

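Tnnt2, which encodes cardiac troponin T of the thin filament, fell in Tnnt2low relative to Tnnt2high cardiomyocytes of Glut1 transgenic hearts. Its TMM-normalized level was 13420 ± 632 CPM (SD, n = 4) in Tnnt2low and 17956 ± 2275 CPM (SD, n = 4) in Tnnt2high cells. This is a log2 fold change of -0.42 (standard error 0.09, adjusted p = 0.00723 from edgeR's quasi-likelihood test). The Tnnt2low libraries of Glut1 transgenic hearts ranged from 12661 to 13976 CPM and the Tnnt2high libraries from 16086 to 20830 CPM. The groups thus did not overlap (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow without their pairing by heart). In WT hearts, Tnnt2 stood at 16236 ± 699.5 CPM (SD, n = 2) in Tnnt2low and 16728 ± 669.6 CPM (SD, n = 2) in Tnnt2high cells. For WT hearts this is a log2 fold change of -0.04 (standard error 0.13, adjusted p = 1 from the same test), which lay within the spread between replicates. In both pairs of same-numbered WT libraries Tnnt2 was lower in Tnnt2low cells. It stood at 15741.3 against 16254.4 CPM in WT replicate 1 and 16730.5 against 17201.3 CPM in WT replicate 2. The fold change of Tnnt2 in Glut1 transgenic hearts minus that in WT hearts was -0.38 on the log2 scale (adjusted p = 0.961 for the interaction in edgeR). A difference in Tnnt2 between the genotypes was thus not shown. Tnnt2 lies on chromosome 1 of mm10 from 135836354 to 135852260 in the GENCODE annotation.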

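In WT hearts, nuclear genes of the mitochondrial respiratory chain, which transfers electrons and drives ATP synthesis, were lower as a group in Tnnt2low than in Tnnt2high cardiomyocytes. Their median log2 fold change was -0.39 over 79 measured genes, and 76 of them had a negative value (n = 2 libraries per population). This list stood below all other genes (adjusted p = 7.12e-21 from camera with a preset correlation; adjusted p = 0.483 with an estimated correlation). Genes of the mitochondrial ribosome, which translates the proteins encoded in mitochondrial DNA, had a median of -0.31 with 73 of 77 negative (adjusted p = 1.29e-13; adjusted p = 0.483 with an estimated correlation). Genes of the tricarboxylic acid cycle had a median of -0.18 with 21 of 24 negative (adjusted p = 0.00102; adjusted p = 0.516 with an estimated correlation). Genes of fatty acid oxidation had a median of -0.20 with 23 of 31 negative (adjusted p = 0.00183; adjusted p = 0.516 with an estimated correlation). No member of these 4 lists passed edgeR's quasi-likelihood test at an adjusted p under 0.05, nor did any pass DESeq2 on all 12 libraries. At an unadjusted p under 0.05, edgeR counted 23 lower and 1 higher of the respiratory chain genes. Of the mitochondrial ribosome genes it counted 11 lower, and 2 lower of the tricarboxylic acid cycle genes and 2 lower of the fatty acid oxidation genes. Adjusted over the list alone, 1 respiratory chain gene was lower, Ndufb4, and no gene of the other 3 lists passed. Ndufb4, a subunit of complex I, stood at 19.1 ± 5.33 CPM (SD, n = 2) in Tnnt2low and 375 ± 119 CPM (SD, n = 2) in Tnnt2high cells. For Ndufb4 this is a log2 fold change of -4.29 (standard error 0.91, adjusted p = 1 from edgeR). It passed without a filter on low counts (adjusted p = 1.83e-04) and with only the WT libraries (adjusted p = 0.00212). Its value is uncertain, since 19.1% of its sequence is shared with other places in the genome. Without a filter Ndufab1, of the same list, passed too, as higher in Tnnt2low cells. Mdh1, a malate dehydrogenase, had a log2 fold change of -0.32 (standard error 0.19, adjusted p = 1 from edgeR). The mean score of the respiratory chain genes was -0.48 and 0.05 in Tnnt2low replicates 1 and 2 and 0.28 and -0.02 in Tnnt2high replicates 1 and 2, in log2 units around the mean of all 12 libraries. The score was thus lower in Tnnt2low than in Tnnt2high cells in WT replicate 1 and higher in WT replicate 2. The 2 groups of WT libraries overlapped in this score (two-sided exact permutation test, p = 0.667). Reads outside exons moved with the score. They stood at 1.13 per read in a gene in Tnnt2low and 1.83 in Tnnt2high cells of WT replicate 1. In WT replicate 2 they were 1.50 and 1.51. RNA or library quality as a source of the lower values thus stays open here. Without WT Tnnt2low replicate 1, the medians of the tricarboxylic acid cycle and fatty acid oxidation genes were -0.05 and -0.02 and their calls ended. Fatty acid oxidation also lost its call without WT Tnnt2high replicate 2 (-0.11). With the shared number as a block and an offset for length and GC content, their medians were -0.12 and -0.11 and both calls ended (adjusted p = 0.0779 for each). The respiratory chain median was -0.15 to -0.63 when each library was left out in turn, with its call kept. The mitochondrial ribosome median was -0.15 without WT Tnnt2high replicate 1, -0.53 without WT Tnnt2high replicate 2 and -0.49 without WT Tnnt2low replicate 2, with its call kept. Without WT Tnnt2low replicate 2, those of the tricarboxylic acid cycle and fatty acid oxidation were -0.37 and -0.46. Fold changes also followed transcript length in WT hearts, with a Spearman correlation of 0.33 across genes, which are not independent replicates, and genes matched to the respiratory chain in length had a median of -0.26. With an offset for length and GC content, the respiratory chain median was -0.12 (adjusted p = 4.96e-04 from camera). Markers of fibroblasts and their matrix had a median of -0.84 in the same comparison (adjusted p = 0.00385 from camera; adjusted p = 0.516 with an estimated correlation). This median was 0.12 without WT Tnnt2high replicate 1 and -0.45 without WT Tnnt2low replicate 2, and the call ended in both cases. Of the 13 proteins encoded in mitochondrial DNA, 0 are among the genes of the count files.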

Although Mitotracker staining level is high, mitochondrial gene expression level was lower in Tnnt2^low^ (Mitotracker^high^) cardiomyocytes than Tnnt2^high^ (Mitotracker^low^) cardiomyocytes in WT heart, suggesting that Tnnt2^low^ (Mitotracker^high^) cardiomyocytes represent relatively immature cardiomyocytes and that Mitotracker does not reflect the functional maturity of mitochondria in this context, consistent with previous observations^19–21^.

**Figure 2:**
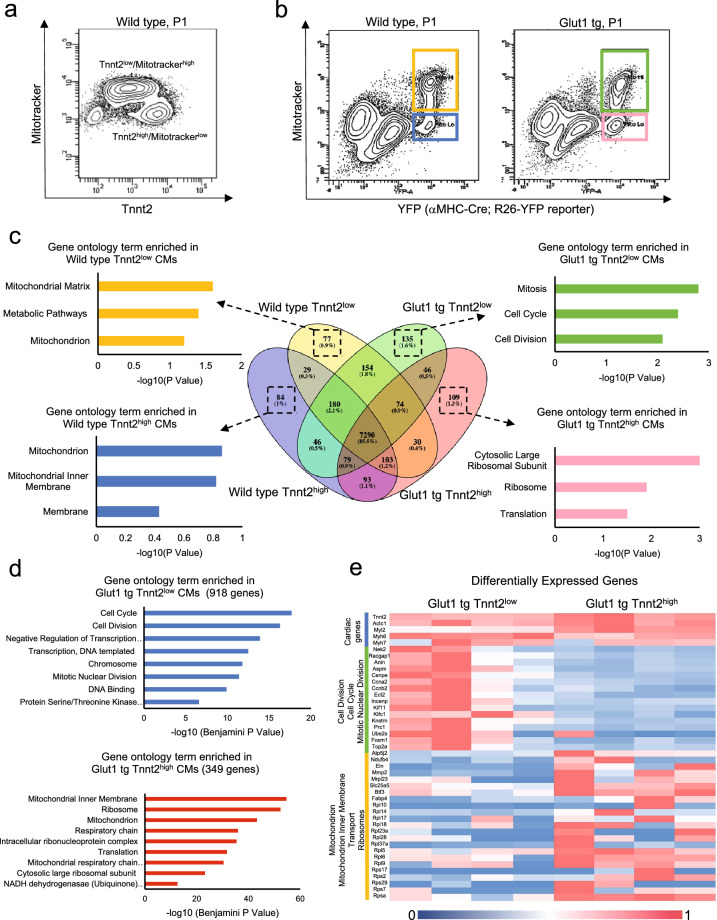
mRNA expression profile of Tnnt2^high^ and Tnnt2^low^ cardiomyocytes from Wild type and Glut1 transgenic hearts at P1. (**a**) Representative dot plot of flow cytometry analysis of P1 Wild type hearts for Tnnt2 (cardiac marker) and Mitotracker (mitochondrial contents). Note two populations of cardiomyocytes. (**b**) Flow cytometry analysis of P1 *aMHC-Cre *^*tg*^*; R26*^+*/YFP reporter*^ and *aMHC-hGLUT1 *^*tg*^*; aMHC-Cre *^*tg*^*; R26*^+*/YFP reporter*^ analysis for YFP (cardiac lineage) and Mitotracker (mitochondrial contents). Note two populations of cardiomyocytes. (**c**) Venn diagram of mRNA expressed in Tnnt2^high^ and Tnnt2^low^ cardiomyocytes from Wild type and Glut1 transgenic hearts. Bar graphs represent top three gene ontology (GO) term enriched in the genes uniquely expressed in each population. Although 4 populations are similar, G1 Tnnt2^low^ cardiomyocytes are enriched for the genes associated with mitosis, cell cycle, and cell division. (**d**) GO analysis of the genes upregulated in Glut1 tg Tnnt2^low^ vs Glut1 tg Tnnt2^high^. (**e**) Heatmap of expression level of representative cardiac, cell cycle, and mitochondrial genes differentially expressed in Glut1 tg Tnnt2^low^ vs Glut1 tg Tnnt2^high^.

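Slc2a1, the mouse gene for the glucose transporter Glut1, was higher in Glut1 transgenic than in WT cardiomyocytes of both populations, though past the threshold only with some settings. In Tnnt2low cells it stood at 73.1 ± 20.1 CPM (SD, n = 4) in Glut1 transgenic and 21.8 ± 8.37 CPM (SD, n = 2) in WT hearts. For Slc2a1 this is a log2 fold change of 1.75 (standard error 0.42, adjusted p = 1 from edgeR's quasi-likelihood test). Every Glut1 transgenic library lay above both WT libraries (two-sided exact permutation test, p = 0.0667, the smallest p that 4 against 2 allow). In Tnnt2high cells Slc2a1 was 63.4 ± 25.5 CPM (SD, n = 4) and 21.1 ± 11.0 CPM (SD, n = 2). For Slc2a1 in Tnnt2high cells this is a log2 fold change of 1.60 (standard error 0.42, adjusted p = 0.899 from edgeR; exact permutation test, two-sided, p = 0.133). Without a filter on low counts, Slc2a1 passed edgeR in Tnnt2low cells (adjusted p = 0.0106) and in Tnnt2high cells (adjusted p = 0.0324). DESeq2 on all 12 libraries gave an adjusted p of 0.0104 for Slc2a1 in Tnnt2low and of 0.0556 in Tnnt2high cells. The transgene carries the human sequence, and how many of its reads align to mouse Slc2a1, on chromosome 4 of mm10 from 119108711 to 119137983, is not known. Slc2a3, which encodes the transporter Glut3, had a log2 fold change of 2.81 in Tnnt2low cells (standard error 0.72, adjusted p = 1 from edgeR). In Tnnt2high cells that of Slc2a3 was 4.44 (standard error 0.83, adjusted p = 0.543 from edgeR). The size of this fold change is uncertain, since the 2 WT Tnnt2high libraries held 0 and 16 reads of Slc2a3. In Tnnt2high cells Slc2a3 passed without a filter (adjusted p = 2.51e-04) and with DESeq2 on all 12 libraries (adjusted p = 0.00230). In Tnnt2low cells it passed without a filter (adjusted p = 0.0238). Its level was 22.6 ± 9.39 CPM (SD, n = 4) against 3.21 ± 1.36 CPM (SD, n = 2) in Tnnt2low cells. Slc2a4, the insulin-responsive transporter Glut4, had a log2 fold change of -0.28 in Tnnt2low and of -0.07 in Tnnt2high cells (adjusted p = 1 and adjusted p = 0.993 from edgeR). Of 6 glucose transporter genes measured, 0 passed edgeR in either comparison, with 2 higher in Tnnt2low and 3 higher in Tnnt2high cells at an unadjusted p under 0.05 and 1 higher in each by DESeq2. Adjusted over the list alone, 2 were higher in each, Slc2a1 and Slc2a3. As a list, these genes had a median log2 fold change of -0.21 in Tnnt2low cells (adjusted p = 0.634 from camera), where their mean score was 0.55 higher. This median lay between -0.40 and 0.66 when each library was left out in turn, at 0.66 without WT Tnnt2low replicate 1, with no call. In Tnnt2high cells the median of this list was 0.84 (adjusted p = 0.00184 from camera; adjusted p = 0.242 with an estimated correlation). It was -0.06 without Glut1 transgenic Tnnt2high replicate 2 and 0.25 without Glut1 transgenic Tnnt2high replicate 3, with the call of camera kept. Txnip, which glucose induces through the transcription factors ChREBP and MondoA, had log2 fold changes of 0.49 in Tnnt2low and 0.62 in Tnnt2high cells (adjusted p = 1 and adjusted p = 0.899 from edgeR). The Y-linked gene Ddx3y was read in both libraries of Glut1 transgenic replicates 2 and 4, which had at most 4.65 CPM of Xist, the RNA of the inactive X chromosome. The other 8 libraries, all 4 of WT among them, had 199 to 504 CPM of Xist. By these genes, Glut1 transgenic replicates 2 and 4 looked male and every WT library female. Sex thus differed in part between the genotypes in each comparison between them and in the difference of the populations between genotypes. Its effect was not tested.

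**Figure D1:**
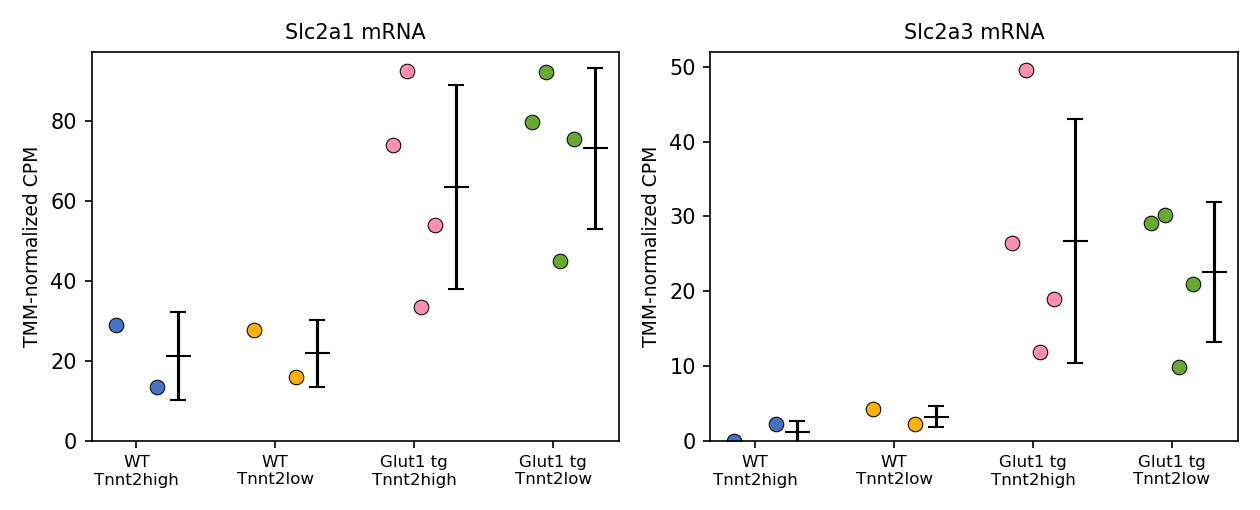
TMM-normalized CPM of Slc2a1 (left) and Slc2a3 (right) in Tnnt2high and Tnnt2low cardiomyocytes of WT and Glut1 transgenic hearts, where each point is 1 library and the bar with its whiskers the mean ± SD. Mean Slc2a1 is 21.1 and 21.8 CPM in the WT groups and 63.4 and 73.1 CPM in the Glut1 transgenic groups.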

To examine how the increase in intra-cardiomyocyte glucose uptake impacts the expression signature of Tnnt2^high^ and Tnnt2^low^ cardiomyocytes, the RNA-seq was performed in these cell populations from WT and in Glut1 transgenic hearts. 

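Most genes were expressed in Tnnt2low and Tnnt2high cardiomyocytes of both genotypes. Of 10035 genes with a mean of at least 5 CPM in any population, 8857 (88.3%) reached it in all 4. Glut1 transgenic Tnnt2low cells held 64 genes at that level that no other population did, Glut1 transgenic Tnnt2high cells 158, WT Tnnt2low cells 77 and WT Tnnt2high cells 92. The WT counts depended on single libraries. That of WT Tnnt2high cells was 56 without WT Tnnt2high replicate 1 and above 158 without WT Tnnt2high replicate 2. That of WT Tnnt2low cells was 162 without WT Tnnt2low replicate 2. Between genotypes, 1 of the 12252 genes tested differed in Tnnt2low cells, the histone gene Hist1h2bj, which fell in Glut1 transgenic hearts. It stood at 9.74 ± 3.94 CPM (SD, n = 4) in Glut1 transgenic and 133 ± 18.1 CPM (SD, n = 2) in WT Tnnt2low cells. For Hist1h2bj this is a log2 fold change of -3.76 (standard error 0.52, adjusted p = 0.0365 from edgeR's quasi-likelihood test). Hist1h2bj is uncertain, since 67.7% of its sequence is shared with other histone genes. The count of changed genes was 0 when genes of shared sequence were left out and with the robust form of the test. It was also 0 without any 1 of the 4 Glut1 transgenic Tnnt2low libraries, without WT Tnnt2low replicate 1 and without Glut1 transgenic Tnnt2high replicate 3. In Tnnt2low cells 114 genes were higher and 142 lower between genotypes at an unadjusted p under 0.05. DESeq2 called 6 there, among them the Y-linked Eif2s3y. In Tnnt2high cells 0 genes changed in edgeR, 650 had an unadjusted p under 0.05, and DESeq2 called 5, again with Eif2s3y. The smallest adjusted p there was that of Btf3, a transcription factor that also serves the nascent polypeptide complex, with a log2 fold change of 2.33 (standard error 0.34, adjusted p = 0.0796 from edgeR). Btf3 passed with DESeq2 (adjusted p = 2.85e-09), and also without Glut1 transgenic Tnnt2low replicate 1 or replicate 3 (adjusted p = 0.0103 and adjusted p = 0.00485), as the 1 gene changed there. Btf3 shares 24.0% of its sequence with other places. Fibroblast and matrix markers were lower in Glut1 transgenic Tnnt2low cells, with a median log2 fold change of -0.73 (adjusted p = 4.57e-05 from camera; no list kept its call between genotypes with an estimated correlation). This median was -0.41 without WT Tnnt2low replicate 1 and -1.11 without WT Tnnt2low replicate 2, with the call kept. Among them Eln, which encodes elastin, had a log2 fold change of -2.11 (standard error 0.50, adjusted p = 1 from edgeR; adjusted p = 0.0456 from DESeq2). Log2 CPM correlated between libraries across genes at 0.872 to 0.975 (median 0.929) over the 66 pairs.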

Comparison of 4 populations (Tnnt2^high^ and Tnnt2^low^ cardiomyocytes from WT and Glut1 hearts) showed only marginal differences at transcriptome level (Fig. 2c). Interestingly, however, pathway analysis revealed that Tnnt2^low^ cardiomyocytes from Glut1 transgenic heart (G1 Tnnt2^low^) are unique in that they are enriched for the genes associated with mitosis, cell cycle, and cell division compared to the other 3 populations in WT and Glut1 transgenic hearts (Fig. 2c). Indeed, 2-way comparison between G1 Tnnt2^low^ and G1 Tnnt2^high^ cardiomyocytes identified considerably more differentially expressed genes than any 2 comparisons (918 and 349 genes up/down-regulated in G1 Tnnt2^low^ cells; Supplementary Fig. 4a). 

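By their mean score, genes of the G2 and M phases of the cell cycle stood above Tnnt2high cells in Tnnt2low cardiomyocytes of Glut1 transgenic hearts and close to WT Tnnt2low cells, and libraries were spread widely. The score was the mean log2 CPM of 54 genes around each gene's mean over all libraries. It was 0.33 ± 0.59 (SD, n = 4) in Glut1 transgenic Tnnt2low and -0.46 ± 0.17 (SD, n = 4) in Glut1 transgenic Tnnt2high cells. In WT hearts it was 0.21 ± 0.31 (SD, n = 2) in Tnnt2low and 0.05 ± 0.56 (SD, n = 2) in Tnnt2high cells. The Tnnt2low cells of the genotypes differed by 0.12 (two-sided exact permutation test, p = 0.867), and without Glut1 transgenic Tnnt2low replicate 1 or 2 the Glut1 transgenic mean was 0.19 or 0.15, below that of WT. Without Glut1 transgenic Tnnt2low replicate 3 or 4 it was 0.41 or 0.57, above that of WT. Within Glut1 transgenic hearts the scores differed by 0.80 (two-sided exact permutation test, p = 0.0571), and in each of the 4 hearts the Tnnt2low score was the higher one. The fold change between Tnnt2low and Tnnt2high cells was larger in Glut1 transgenic than in WT hearts by a median of 0.80 on the log2 scale. This interaction was positive in 49 of 54 genes (adjusted p = 2.34e-06 from camera; adjusted p = 0.624 with an estimated correlation). Of these 54 genes 0 passed edgeR's interaction test, 8 were higher at an unadjusted p under 0.05 and DESeq2 called 0, and adjusted over the list alone 0 passed. Mki67, the proliferation antigen Ki-67, had an interaction of 1.64 (standard error 0.59, adjusted p = 0.961 from edgeR). Aspm, a protein of the spindle poles, had one of 1.19 (standard error 0.46, adjusted p = 0.961 from edgeR). Without WT Tnnt2high replicate 2 the median interaction was 0.28 and no longer called (adjusted p = 0.226 from camera). In Tnnt2high cells the G2 and M genes were lower in Glut1 transgenic than in WT hearts, with a median of -0.51 and 49 of 54 negative (adjusted p = 1.23e-06 from camera; adjusted p = 0.750 with an estimated correlation). Without WT Tnnt2high replicate 2 this median was -0.10 and the call ended, and without WT Tnnt2high replicate 1 it was -0.83. None of them passed singly there. In edgeR 12 were lower at an unadjusted p under 0.05, DESeq2 called 0, and 0 passed adjusted over the list alone. In the same comparison reads outside exons did not overlap. They stood at 2.26 to 2.63 per read in a gene in Glut1 transgenic Tnnt2high libraries. In WT Tnnt2high replicates 1 and 2 they were 1.83 and 1.51. RNA or library quality was not tested for this difference. Of the 64 genes expressed at a mean of 5 CPM in Glut1 transgenic Tnnt2low cells alone, 0 were G2 and M genes and 1 was an S-phase gene, the exonuclease Exo1. The share of S-phase genes, 41 of the 10035 expressed, was not shown to differ for these 64 (odds ratio 3.94, two-sided Fisher's exact test, p = 0.231 and adjusted p = 1 over 8 tests). The 64 genes are too few to show that it did not. Genes far above 5 CPM in every library, such as Mki67 (at least 95.3 CPM) and Top2a (at least 68.2 CPM), could not be among them. With a mean of 10 CPM as the minimum, 88 genes were expressed in these cells alone and 5 of them were G2 and M or S-phase genes (Fisher's exact test, two-sided, p = 0.00162). With a mean of 1 CPM it was 0 of 111 genes, and with 5 CPM in every library 1 of 50 (Fisher's exact test, two-sided, p = 1 and p = 0.371).

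**Figure D2:**
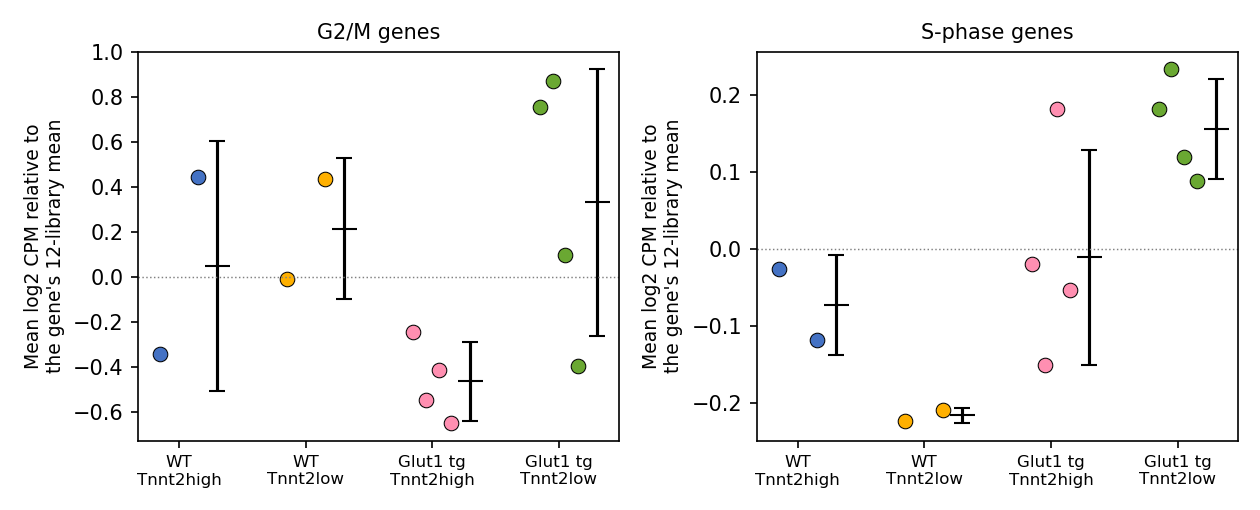
Mean score of the G2 and M genes (left) and of the S-phase genes (right), in log2 CPM relative to each gene's mean over the 12 libraries, for Tnnt2high and Tnnt2low cardiomyocytes of WT and Glut1 transgenic hearts, where each point is 1 library and the bar with its whiskers the mean ± SD. The Glut1 transgenic Tnnt2low libraries lie between -0.39 and 0.87 in the G2 and M score and the Glut1 transgenic Tnnt2high libraries between -0.65 and -0.24.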

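Tnnt2low and Tnnt2high cardiomyocytes of Glut1 transgenic hearts differed in 1512 of 12252 genes, 712 of which rose and 800 of which fell in Tnnt2low cells (edgeR's quasi-likelihood test). The genes with the largest rises included several of mitosis. Mki67 stood at 464 ± 223 CPM (SD, n = 4) in Tnnt2low and 121 ± 30.7 CPM (SD, n = 4) in Tnnt2high cells. For Mki67 this is a log2 fold change of 1.94 (standard error 0.35, adjusted p = 0.00337 from edgeR). Cenpf, a kinetochore protein, rose from 70.7 ± 12.1 to 233 ± 118 CPM (SD, n = 4 each). For Cenpf this is a log2 fold change of 1.72 (standard error 0.40, adjusted p = 0.00995 from edgeR). These genes lie on chromosome 7 from 135689784 to 135716361 and on chromosome 1 from 189640606 to 189688086 of mm10. Bcl2, an inhibitor of apoptosis, rose by 1.60 on the log2 scale (standard error 0.40, adjusted p = 0.0140 from edgeR). Neurl1b, a ubiquitin ligase of the Notch pathway, rose by 1.92 (standard error 0.45, adjusted p = 0.0106 from edgeR). The genes with the largest falls included Eln, Col1a1, Col1a2, Col3a1, Col5a1 and Fbn1, which encode extracellular matrix. Col1a1, a chain of type I collagen, stood at 19.3 ± 9.87 CPM (SD, n = 4) in Tnnt2low and 133 ± 101 CPM (SD, n = 4) in Tnnt2high cells. For Col1a1 this is a log2 fold change of -2.79 (standard error 0.55, adjusted p = 0.00461 from edgeR). The largest fitted falls, those of Gm6654 and Hist1h2ae, are uncertain, since 62.4% and 48.2% of their sequence is shared with other places in the genome. Hist1h2ae also lost its call without Glut1 transgenic Tnnt2low replicate 1 (-5.95) or Glut1 transgenic Tnnt2high replicate 3 (-2.65). The 4 libraries of each population did not overlap for 2717 genes (22.2%). Chance gives 2.86% where libraries are assigned freely, without their pairing by heart. With an offset for transcript length and GC content the count was 226, of which 59 rose and 167 fell, and Cenpf (1.28), Bcl2 (1.24) and Neurl1b (1.49) no longer passed. Cenpf and Neurl1b also lost their call in the robust form of the test (adjusted p = 0.0542 and adjusted p = 0.0557). In WT hearts, 0 genes changed in edgeR, 381 had an unadjusted p under 0.05 (147 higher and 234 lower in Tnnt2low), the smallest adjusted p was 0.532, and DESeq2 called 3. With the shared number of the WT libraries as a block, edgeR called 2, and without a filter on low counts 6. The count was 1 without WT Tnnt2low replicate 2, WT Tnnt2high replicate 1, WT Tnnt2high replicate 2 or Glut1 transgenic Tnnt2high replicate 4. For the difference between the genotypes in this comparison, 0 genes passed the interaction test of edgeR, 554 had an unadjusted p under 0.05, and DESeq2 called 5. Without Glut1 transgenic Tnnt2high replicate 4, 1 gene passed it.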

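In Glut1 transgenic hearts, G2 and M phase genes were higher as a list and mitochondrial genes lower in Tnnt2low than in Tnnt2high cardiomyocytes (n = 4 libraries each), by a list test with a preset correlation and not with an estimated one. Reads outside exons also moved with the populations, at 0.962 per read in a gene in Tnnt2low and 2.38 in Tnnt2high cells, and at 1.13 and 1.83 in WT replicate 1 and 1.50 and 1.51 in WT replicate 2. Of 54 G2 and M genes, 19 rose, 1 fell (Hn1) and 34 did not pass, and 31 rose and 1 fell when adjusted over the list alone. Their median log2 fold change was 0.87, or 1.82-fold (adjusted p = 1.29e-07 from camera; adjusted p = 0.481 with an estimated correlation). Cenpe, a kinesin of the kinetochore, had a log2 fold change of 1.53 (standard error 0.27, adjusted p = 0.00337 from edgeR's quasi-likelihood test). Aspm was 56.3 ± 19.3 CPM (SD, n = 4) in Tnnt2low and 18.5 ± 4.09 CPM (SD, n = 4) in Tnnt2high cells. For Aspm this is a log2 fold change of 1.61 (standard error 0.28, adjusted p = 0.00278 from edgeR). Of 16 cell cycle genes of Fig. 2e, 15 rose, 15 adjusted over the list alone, and Ube2s did not pass (log2 fold change 1.25, adjusted p = 0.393 from edgeR), except without Glut1 transgenic Tnnt2high replicate 1 (3.94). The study chose this list on these libraries, so its direction is not independent evidence, and the same holds for the other genes of that heatmap. Nuclear respiratory chain genes fell in 68 of 79 cases, 1 rose and 10 did not pass (70 lower and 1 higher adjusted over the list alone). Their median log2 fold change was -0.86 (adjusted p = 2.22e-35 from camera; adjusted p = 0.199 with an estimated correlation). Cox5a, a subunit of cytochrome c oxidase, stood at 333 ± 11.4 CPM (SD, n = 4) in Tnnt2low and 643 ± 87.0 CPM (SD, n = 4) in Tnnt2high cells. For Cox5a this is a log2 fold change of -0.95 (standard error 0.12, adjusted p = 0.00130 from edgeR). Sequence shared with other places makes up 5.01% of Cox5a. Ndufa1, a subunit of complex I on the X chromosome, was 97.3 ± 6.72 and 212 ± 23.6 CPM (SD, n = 4 each). For Ndufa1 this is a log2 fold change of -1.13 (standard error 0.13, adjusted p = 7.23e-04 from edgeR). With the offset for length and GC content Ndufa1 was at -0.20 and no longer passed (adjusted p = 0.278). The gene that rose, Ndufab1, had 61.9 ± 70.5 CPM (SD, n = 4) in Tnnt2low cells and shares 9.93% of its sequence with other places, so its value is uncertain, and it lost its call without Glut1 transgenic Tnnt2low replicate 3 (2.62, adjusted p = 0.0552). Mitochondrial ribosome genes fell in 47 of 77 cases with none higher (56 adjusted over the list alone), at a median of -0.65 (adjusted p = 2.78e-20 from camera; adjusted p = 0.1502 with an estimated correlation). Genes of the tricarboxylic acid cycle fell in 10 of 24 cases with none higher (13 lower and 1 higher adjusted over the list alone). The median of these genes was -0.35 (adjusted p = 0.00268 from camera; adjusted p = 0.481 with an estimated correlation). Of 23 mitochondrial, ribosomal and other genes of the heatmap, 13 fell and 10 did not pass (15 lower adjusted over the list alone). The matrix genes Eln and Mmp2 are among the 13. The median of this list was -1.67 (adjusted p = 2.14e-10 from camera; adjusted p = 0.0502 with an estimated correlation). Cytosolic ribosomal protein genes fell in 46 of 77 cases (48 adjusted over the list alone), at a median of -0.99 (adjusted p = 6.77e-19 from camera; adjusted p = 0.149 with an estimated correlation). Many of them share sequence with pseudogenes, as Rpl35 does over 33.0% of its length. Fold changes followed transcript length (Spearman correlation 0.51 across 12183 genes, which are not independent replicates), from a median of -0.52 in the shortest 20% to 0.43 in the longest 20% of genes. Genes matched in length had a median of -0.54 beside the respiratory chain genes and of -0.01 beside the G2 and M genes. With an offset for length and GC content, the medians were -0.26 for the respiratory chain, -0.28 for the mitochondrial ribosome, -0.40 for cytosolic ribosomal proteins and 0.97 for the G2 and M genes, with all 4 calls kept. The offset ended the call of the tricarboxylic acid cycle, at -0.09 (adjusted p = 0.318). Markers of fibroblasts and matrix fell in 13 of 20 cases (15 adjusted over the list alone) at a median of -2.65 (adjusted p = 2.94e-10 from camera; adjusted p = 0.199 with an estimated correlation). Endothelial markers fell in 1 of 18 cases, Robo4 (10 adjusted over the list alone), at a median of -2.20 (adjusted p = 3.09e-06 from camera; adjusted p = 0.481 with an estimated correlation). Robo4 lost its call without Glut1 transgenic Tnnt2low replicate 1 (-2.11) or 2 (-2.07), or Glut1 transgenic Tnnt2high replicate 3 (-1.95) or 4 (-1.98).

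**Figure D3:**
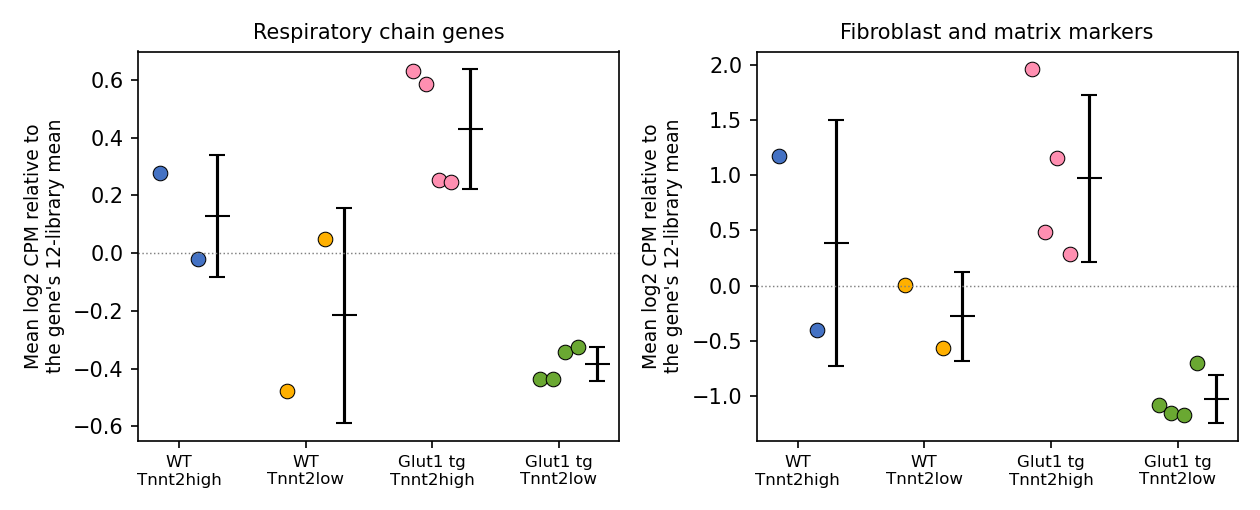
Mean score of the nuclear respiratory chain genes (left) and of the fibroblast and matrix markers (right), in log2 CPM relative to each gene's mean over the 12 libraries, for Tnnt2high and Tnnt2low cardiomyocytes of WT and Glut1 transgenic hearts, where each point is 1 library and the bar with its whiskers the mean ± SD. In Glut1 transgenic hearts the mean respiratory chain score is -0.39 in Tnnt2low and 0.43 in Tnnt2high cells, and that of the fibroblast and matrix markers -1.02 and 0.97.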

Compared to G1 Tnnt2^high^ cardiomyocytes, G1 Tnnt2^low^ cardiomyocytes are, again, enriched for the genes associated with cell cycle, cell division, and mitotic nuclear division, while cardiac genes and mitochondrial genes are expressed at a lower level (Fig. 2d,e). Together, we found two distinct populations of cardiomyocytes in neonatal heart: Tnnt2^high^ cardiomyocytes are larger, less mitotic and more mature than Tnnt2^low^ cells. On the other hand, Tnnt2^low^ cells are smaller, show less mature expression signature and upregulate cell cycle gene expression in Glut1 transgenic background.

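Contractile genes changed in both directions between Tnnt2low and Tnnt2high cardiomyocytes of Glut1 transgenic hearts. Of 28 sarcomere genes, 11 fell, 4 rose and 13 did not pass in Tnnt2low cells (12 lower and 5 higher adjusted over the list alone). The median log2 fold change of the list was -0.05 (adjusted p = 0.223 from camera). The mean score of the list was lower in Tnnt2low cells in each of the 4 hearts, by 0.15 on average (two-sided exact permutation test, p = 0.0571), and so were those of the fetal-type and ventricular lists below. Those that fell include Tnnt2, Tnni3, Myl2 and Myl3, which encode troponins and light chains. Myl2, the ventricular regulatory light chain, stood at 10557 ± 945 CPM (SD, n = 4) in Tnnt2low and 19778 ± 2179 CPM (SD, n = 4) in Tnnt2high cells. For Myl2 this is a log2 fold change of -0.91 (standard error 0.12, adjusted p = 0.00130 from edgeR's quasi-likelihood test). Tnni3, the adult form of cardiac troponin I, had a log2 fold change of -0.82 (standard error 0.13, adjusted p = 0.00198 from edgeR). Tnni1, the fetal form, had one of -0.84 (standard error 0.14, adjusted p = 0.00215 from edgeR). Myh7b, a myosin heavy chain, was among those that rose, by 0.85 on the log2 scale (adjusted p = 0.0164 from edgeR). Of the 5 cardiac genes of Fig. 2e, a list chosen by the study on these libraries, 2 fell (Tnnt2 and Myl2), and 3 did not pass; adjusted over the list alone 3 were lower and 1 was higher. Myh6, the α-myosin heavy chain, had a log2 fold change of 0.19 (standard error 0.08, adjusted p = 0.134 from edgeR). Myh7, the fetal β form, had one of 0.11 (standard error 0.49, adjusted p = 0.909), and Actc1, cardiac actin, one of -0.32 (standard error 0.12, adjusted p = 0.0699). Actc1 passed with the heart as a block (-0.33, adjusted p = 0.0371), with DESeq2 on all 12 libraries (adjusted p = 0.0478), and without Glut1 transgenic Tnnt2low replicate 2 (-0.43) or Glut1 transgenic Tnnt2high replicate 3 (-0.38), and it was at 0.12 with an offset for transcript length and GC content. That offset also ended the calls of Myl2 (-0.23), Tnni3 (-0.18), Myl3 (-0.29), Smpx (-0.14), Myh7b (0.35) and Cpt1a (0.44). Myh6 and Myh7 share 29.8% and 23.5% of their sequence with other places. With the heart as a block and the same offset, their log2 fold changes were -0.25 (adjusted p = 0.0459) and -0.33 (adjusted p = 0.0187). Of 12 fetal-type heart genes 1 fell, Tnni1 (3 adjusted over the list alone), at a median of -0.23 (adjusted p = 0.177 from camera). Of 9 ventricular markers 3 fell, Myl2, Myl3 and Smpx, and none rose (4 lower adjusted over the list alone), at a median of -0.13 (adjusted p = 0.151 from camera). Of 22 excitation and calcium-handling genes, 6 rose and 4 fell (6 and 5 adjusted over the list alone), at a median of 0.02 (adjusted p = 0.732 from camera). Ryr2, the calcium release channel, rose by 0.61 on the log2 scale (standard error 0.11, adjusted p = 0.00375 from edgeR), though it was at -0.03 with the offset for length and GC content. Of 31 fatty acid oxidation genes 16 fell and 3 rose (16 and 5 adjusted over the list alone). Their median was -0.41 (adjusted p = 6.76e-04 from camera; adjusted p = 0.481 with an estimated correlation), and with the block and the offset the list call ended at -0.19 (adjusted p = 0.0600). Cpt1a, the liver isoform of the enzyme that imports fatty acids into mitochondria, was among those that rose, by 0.63 (standard error 0.13, adjusted p = 0.00615 from edgeR). In WT hearts, 0 sarcomere genes passed edgeR (1 higher and 2 lower at an unadjusted p under 0.05, 0 by DESeq2, 0 adjusted over the list alone). This list had a median of -0.06 (adjusted p = 0.161 from camera), and of -0.27 without WT Tnnt2low replicate 2, where it was called (adjusted p = 0.0104). Myl2 had a log2 fold change of -0.36 there (standard error 0.17, adjusted p = 1 from edgeR), and Tnni1 one of -0.39 (standard error 0.19, adjusted p = 1 from edgeR). The G2 and M genes of WT hearts had a median of 0.12, positive in 38 of 54 (adjusted p = 0.113 from camera), and none passed edgeR or DESeq2 or had an unadjusted p under 0.05. That median was 0.28 without WT Tnnt2low replicate 1 and 0.55 without WT Tnnt2high replicate 2, where it was called, and -0.22 without WT Tnnt2high replicate 1. Across 12252 genes, fold changes of Tnnt2low against Tnnt2high cells correlated between the genotypes at a Pearson r of 0.33 and a Spearman rho of 0.42, over genes that are not independent replicates. This r was -0.05 without WT Tnnt2high replicate 1 and 0.18 without WT Tnnt2low replicate 2. Of the 1512 genes changed in Glut1 transgenic hearts, 1372 (90.7%) had the same direction in WT hearts, with a median absolute log2 fold change of 0.80 in Glut1 transgenic and 0.32 in WT hearts. These genes were selected by their change in Glut1 transgenic hearts, and 92.8% of them had the same direction in WT replicate 1 and 53.1% in WT replicate 2. Over all 12252 genes the share was 68.5%, with medians of 0.41 and 0.26.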

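Compared directly, Tnnt2low cardiomyocytes of Glut1 transgenic and WT hearts were not shown to differ in the G2 and M genes. Their G2 and M genes had a median log2 fold change of 0.24 in Glut1 transgenic relative to WT Tnnt2low cells, positive in 46 of 54, which did not pass (adjusted p = 0.0971 from camera). None of the 54 passed edgeR (0 higher and 1 lower at an unadjusted p under 0.05, 0 by DESeq2, 0 adjusted over the list alone). Without Glut1 transgenic Tnnt2low replicate 3 or replicate 4 the median was 0.32 or 0.40, and without WT Tnnt2low replicate 2 it was 0.50, and the list was called in each case. Mki67 was at 347 ± 114 CPM (SD, n = 2) in WT Tnnt2low cells. Glut1 transgenic cells differed from this by a log2 fold change of 0.42 (standard error 0.42, adjusted p = 1 from edgeR's quasi-likelihood test). Foxm1, a transcription factor that drives mitotic genes, was 52.3 ± 21.5 CPM (SD, n = 4) and 31.9 ± 4.74 CPM (SD, n = 2). For Foxm1 this is a log2 fold change of 0.71 (standard error 0.45, adjusted p = 1 from edgeR). The 16 cell cycle genes of Fig. 2e, chosen by the study on these libraries, had a median of 0.40 (adjusted p = 0.0426 from camera; adjusted p = 0.929 with an estimated correlation). None of the 16 passed edgeR (1 higher at an unadjusted p under 0.05, 0 adjusted over the list alone). When each library was left out in turn, the median of these 16 genes ranged from 0.04 to 0.63. The call ended without 1 of 6 libraries. The medians were 0.24 and 0.11 without Glut1 transgenic Tnnt2low replicates 1 and 2 and 0.04 without WT Tnnt2low replicate 1. They were 0.40 without Glut1 transgenic Tnnt2high replicate 1, 2 or 3. The call also ended with the offset for length and GC content (0.39) and without genes of shared sequence (0.27). Respiratory chain genes had a median of -0.12 between the genotypes (adjusted p = 7.60e-04 from camera; adjusted p = 0.929 with an estimated correlation). This median was 0.14 without WT Tnnt2low replicate 2, and -0.10 with no call without Glut1 transgenic Tnnt2low replicate 1. The offset also ended that call, at -0.04 (adjusted p = 0.733 from camera). The paper concludes that Tnnt2low cells are less mature than Tnnt2high cells and upregulate cell cycle genes in the Glut1 transgenic background. It draws on their higher cell cycle genes, their lower cardiac and mitochondrial genes and their smaller size by forward scatter. It also reports higher EdU incorporation in Tnnt2low cells of Glut1 transgenic than of WT hearts.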

### Tnnt2-low cardiomyocytes are glucose-responders

As the cell cycle genes are upregulated only in Tnnt2^low^ cardiomyocytes upon the increase in glucose uptake in Glut1 transgenic hearts, the mitotic activity of Tnnt2^high^ and Tnnt2^low^ cardiomyocytes were measured by EdU incorporation assay in WT and Glut1 transgenic hearts (Fig. 3a,b). The heart was injured at P1, and EdU was injected intraperitoneally at P7 followed by cardiomyocyte isolation and flow cytometry analysis for Tnnt2, Mitotracker, and EdU signals. The percent EdU incorporation (mitotic index) of Tnnt2^high^ cardiomyocytes did not show significant difference between WT and Glut1 transgenic hearts or between sham and injured hearts (Fig. 3c, left). However, Tnnt2^low^ cardiomyocytes showed significantly higher mitotic activity in Glut1 transgenic cardiomyocytes than WT in both sham and injured hearts (12.9 ± 1.6 vs 3.6 ± 1.4, *p* < 0.05; Fig. 3c, right). This is consistent with the transcriptome data (Fig. 2), in which the genes related to the mitosis and cell cycle are significantly enriched in Tnnt2^low^ cells in Glut1 transgenic heart. Thus, data from transcriptomics and EdU incorporation assays suggest that Tnnt2^low^ subset, but not Tnnt2^high^ subset, of neonatal cardiomyocytes become mitotically potentiated in response to the increase in intracellular glucose.

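S-phase genes, which serve DNA replication, were higher as a list in Tnnt2low cardiomyocytes of Glut1 transgenic than of WT hearts. The median log2 fold change was 0.35 over 43 genes, 37 of them positive (adjusted p = 4.58e-09 from camera; adjusted p = 0.0756 with an estimated correlation). Their mean score was 0.16 ± 0.06 (SD, n = 4) in Glut1 transgenic and -0.22 ± 0.01 (SD, n = 2) in WT Tnnt2low libraries. These libraries did not overlap (two-sided exact permutation test, p = 0.0667, the smallest p that 4 against 2 allow). The same libraries also did not overlap in the score of fibroblast and matrix markers. That score was lower by 0.74 in Glut1 transgenic Tnnt2low cells (two-sided exact permutation test, p = 0.0667). Nor did these libraries overlap in reads outside exons. These reads stood at 0.886 to 1.07 per read in a gene in Glut1 transgenic and 1.13 and 1.50 in WT Tnnt2low libraries. RNA or library quality was not tested for this difference. None of the S-phase genes passed edgeR singly in this comparison, with 6 higher at an unadjusted p under 0.05 and 1 higher by DESeq2, and 1 was higher adjusted over the list alone. Mcm2, a subunit of the replicative helicase, stood at 91.9 ± 10.8 CPM (SD, n = 4) in Glut1 transgenic and 73.9 ± 13.1 CPM (SD, n = 2) in WT Tnnt2low cells. For Mcm2 this is a log2 fold change of 0.32 (standard error 0.19, adjusted p = 1 from edgeR's quasi-likelihood test). Within Glut1 transgenic hearts 5 of the 43 rose in Tnnt2low relative to Tnnt2high cells and none fell (4 higher adjusted over the list alone). The list as a whole did not pass there, at a median of 0.06 (adjusted p = 0.151 from camera). E2f8, a repressor of the E2F family, rose from 11.4 ± 3.82 to 28.0 ± 7.35 CPM (SD, n = 4 each). For E2f8 this is a log2 fold change of 1.29 (standard error 0.27, adjusted p = 0.00615 from edgeR). Rrm2, a subunit of ribonucleotide reductase, rose from 56.4 ± 10.2 to 107 ± 40.9 CPM (SD, n = 4 each), by 0.93 on the log2 scale (standard error 0.27, adjusted p = 0.0304 from edgeR). Rrm2 shares 13.4% of its sequence with other places, and it lost its call without Glut1 transgenic Tnnt2low replicate 1 (0.81) or 2 (0.73), or any 1 of the Glut1 transgenic Tnnt2high replicates (1.00, 0.97, 0.94 and 0.81 in their order). Clspn, an adaptor of the replication checkpoint, had a log2 fold change of 0.97 (standard error 0.19, adjusted p = 0.00511 from edgeR), which the offset for length and GC content took to 0.71 with no call (adjusted p = 0.0632). The difference of this fold change between the genotypes had a median of 0.32 over the S-phase genes (adjusted p = 0.00145 from camera for the interaction; adjusted p = 0.417 with an estimated correlation). Of the 43 genes 0 passed the interaction test of edgeR, 3 were higher at an unadjusted p under 0.05, DESeq2 called 0, and adjusted over the list alone 0 passed. In WT hearts, the S-phase genes had a median of -0.16 in Tnnt2low relative to Tnnt2high cells (adjusted p = 0.0881 from camera). With the shared number of the WT libraries as a block this was -0.17, and the list was called (adjusted p = 0.0432). When each library was left out in turn it lay between -0.26 (without WT Tnnt2low replicate 2) and -0.03 (without WT Tnnt2low replicate 1), with no call.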

**Figure 3:**
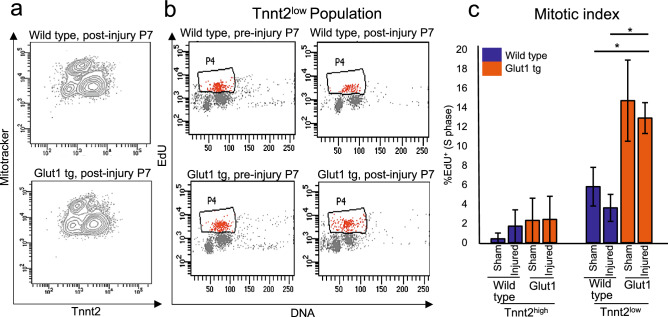
Tnnt2^low^ cardiomyocytes are mitotically activated by the increase in intracellular glucose. (**a**) Representative flow cytometry profile of the ventricular cardiomyocytes from P7 Wild type and Glut1 transgenic hearts stained with Tnnt2 and Mitotracker. (**b**) Representative flow cytometry plot of EdU incorporation assay of Tnnt2^low^ cardiomyocytes. Wild type and Glut1 transgenic mice were injected with EdU and the ventricular cardiomyocytes were isolated and analyzed by Tnnt2, Mitotracker, and EdU staining. (**c**) Mitotic index of Tnnt2^high^ and Tnnt2^low^ cardiomyocytes in Wild type and Glut1 transgenic heart with or without injury. n = 3–8. *p < 0.05. ***p < 0.001. Note that Tnn2^low^ cardiomyocytes are more mitotic than Tnn2^high^ cardiomyocytes and that the mitotic activity of Tnnt2^low^ cardiomyocytes drastically increases in Glut1 transgenic background.

### Metabolomics analysis suggests an increase in glucose metabolites upon injury in Glut1 transgenic heart

Glucose is metabolized in multiple pathways including glycolysis, hexosamine biosynthesis pathway, and the pentose phosphate pathway (PPP). Having demonstrated that the increase in cardiac glucose uptake potentiates the regeneration of neonatal heart, we sought for its downstream mechanism. Metabolomics analysis of uninjured Glut1 transgenic hearts showed a significant increase in glucose metabolites including nucleotides (AMP and CMP; Fig. 4a, Supplementary Fig. 5a,b). Albeit strong overexpression of Glut1 protein and mRNA in the Glut1 transgenic hearts (Supplementary Fig. 1a,b), the intracellular glucose level was only mildly increased. However, glucose seems to be actively utilized upon injury in Glut1 hearts as evidenced by the significant increase in polyol pathway (sorbitol/mannitol, fructose) at P2 post-injury. Injury also caused the increase in the metabolites in the PPP in Glut1 transgenic hearts at P7 (Fig. 4a, Supplementary Fig. 5a,b).

**Figure 4:**
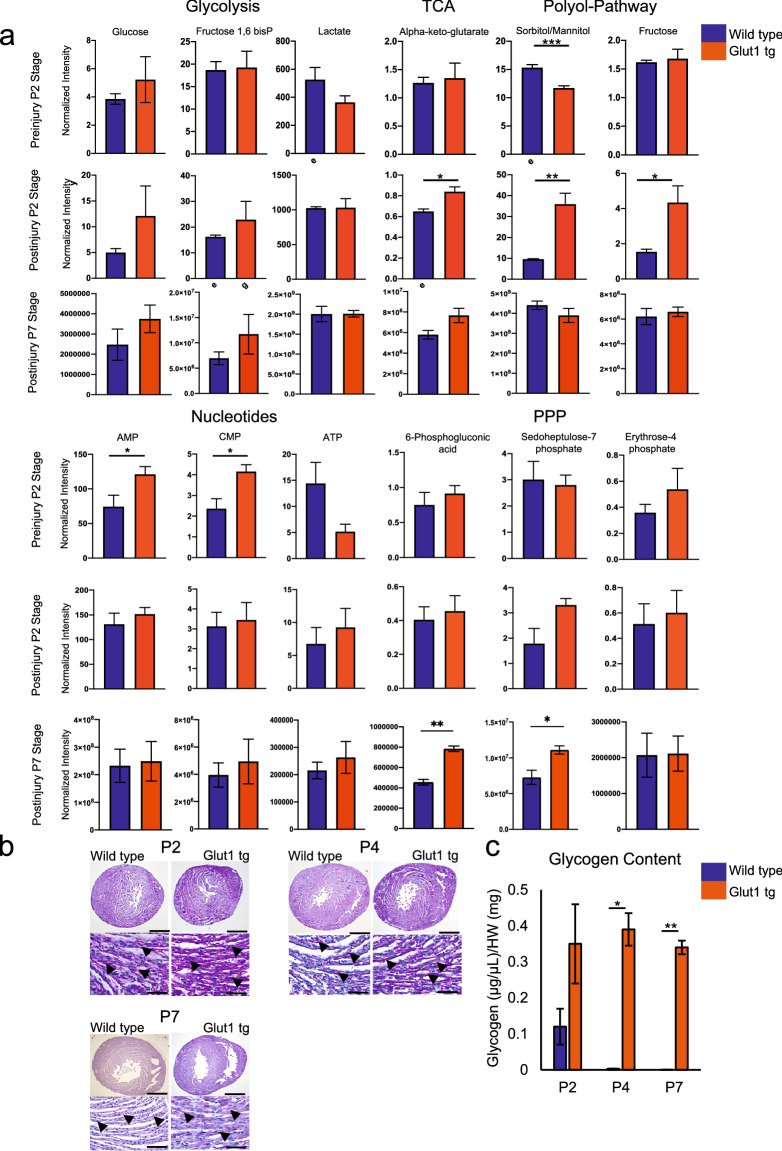
Metabolomics analysis of Glut1 transgenic hearts. (**a**) Metabolomics analysis of Glut1 transgenic hearts and wild type litters at P2 pre-injury and post-injury and P7 post-injury. At P2 stage, overall, the metabolic profile shows no drastic difference at the basal level, but glucose utility increases upon injury as represented by the increase in the metabolites in polyol pathway and glucose. At P7 stage, the metabolic profile showed a statistical differences of intermediates in the Pentose Phosphate Pathway. n = 3 wild type, n = 6 Glut1 tg hearts. *p < 0.05. **p < 0.01. (**b**) Histological analysis of glycogen storage of Glut1 transgenic hearts and its controls from wild type litters at P2, P4 and P7 by Periodic Acid Staining. Representative images of 3 samples in each group. Scale bar = 200 µm and 20 µm respectively. (**c**) Glycogen quantification by colorimetric assay kit at P2, P4 and P7 stage. n = 3 per group. *p < 0.05. **p < 0.01. Note the increased intracellular glycogen storage in Glut1 transgenic hearts.

In many species, cardiac glycogen content sharply decreases within 2 weeks after birth^22^. This was confirmed by our Periodic Acid Schiff (PAS) staining and quantitative measurement of glycogen content in WT hearts (Fig. 4b,c). Interestingly, Glut1 transgenic heart maintained significant level of glycogen accumulation after birth (0.39 ± 0.045 vs 0.0032 ± 0.00012 and 0.34 ± 0.019 vs 0.00033 ± 0.000035, *p < 0.05 and **p < 0.01; Fig. 4c), indicating that excess glucose is partly stored in the form of glycogen.

### Inhibition of the nucleotide biosynthesis abrogates the regenerative advantage of Glut1 transgenic heart

Our previous report found that glucose promotes cardiomyocyte proliferation at the expense of cardiac maturation via the nucleotide biosynthesis during fetal development^10^. Although the levels of the nucleotides are not significantly higher in the Glut1 transgenic hearts post-injury, metabolomics data do not directly indicate the flow of each metabolites. To test whether nucleotide biosynthesis plays a central role in the glucose-induced cardiomyocyte regeneration, the neonatal hearts were injured in the presence of hydroxyurea (HU). HU is an inhibitor of ribonucleotide reductase (RNR), the rate-limiting enzyme of the nucleotide biosynthesis, that passes through the placenta when intraperitoneally injected to the pregnant mother^23^. 10 mg/kg of HU was intraperitoneally injected daily for 7 days starting 4 h prior to the cryoinjury at P1 until the EdU incorporation assay at P7 (Fig. 5a). HU blocked EdU incorporation in both Tnnt2^low^ and Tnnt2^high^ cardiomyocytes (Fig. 5b), and the number of Tnnt2^low^ cardiomyocytes was significantly reduced compared to the vehicle controls (Fig. 5c). Thus, Tnnt2^low^ cardiomyocytes contribute to cardiac regeneration in a glucose-dependent manner via the supply of nucleotides.

**Figure 5:**
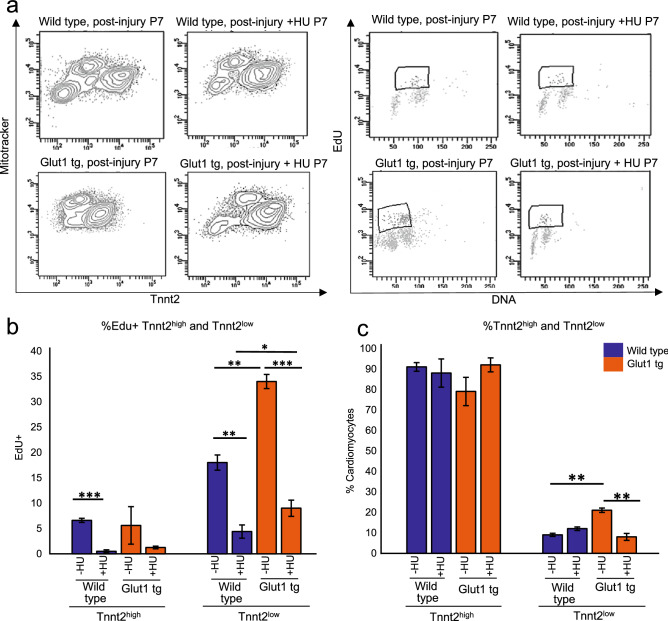
Impact of hydroxyurea on the proliferation of Tnnt2^low^ cardiomyocytes. (**a**) Representative contour plots (left) for Tnnt2 and Mitotracker and dot plots (right) for EdU and DNA content by flow cytometry analysis at P7. Wild type and Glut1 transgenic hearts were cryoinjured at P1 and treated with daily injection of HU or vehicle until the analysis at P7. (**b**) Quantification of %EdU positive cells in Tnnt2^high^ and Tnnt2^low^ cardiomyocytes in wild type and Glut1 transgenic hearts with or without HU treatment. Note that both Tnnt2^high^ and Tnnt2^low^ cardiomyocytes respond to HU treatment but that EdU incorporation of Tnnt2^low^ cardiomyocytes was drastically decreased by HU treatment. n = 4. ***p < 0.01. (**c**) Quantification of the Tnnt2^high^ and Tnnt2^low^ fractions of cardiomyocytes in wild type and Glut1 transgenic hearts with or without HU treatment. While Tnnt2^high^ or Tnnt2^low^ fractions was not influenced by HU in wild type heart, HU treatment significantly decreased the percentage of Tnnt2^low^ cardiomyocytes in Glut1 transgenic hearts. n = 4. **p < 0.01. ***p < 0.001.

## Discussion

In this study, we demonstrated that glucose metabolism is a determinant of regenerative capacity of the heart. By increasing basal intra-cardiomyocyte glucose uptake using transgenic mice that specifically overexpresses Glut1, we successfully enhanced the regenerative capacity of neonatal mouse hearts. We identified two distinct subpopulations of cardiomyocytes that have not been previously described; relatively mature (Tnnt2^high^) and immature (Tnnt2^low^) cardiomyocytes. Interestingly, the increase in the intracellular glucose promotes mitotic activity only in the Tnnt2^low^ subset of cardiomyocytes. Thus, Tnnt2^low^ subset of cardiomyocytes are the glucose-responders that proliferate in response to high glucose uptake upon heart injury, resulting in acceleration of heart regeneration.

Shortly after birth, the cardiomyocytes undergo terminal differentiation, and the response to the stress and extracellular signals changes. For example, Angiotensin II (Ang-II) or phenylephrine (PE) directly stimulates hypertrophy of the heart via the ERK/MAPK pathway at postnatal stages, while the same signals trigger hyperplasia during late gestational stages^24^. Our data suggest increased glucose metabolism potentiates the hyperplastic growth upon cardiac injury at neonatal stages in Glut1 transgenic heart. In adult heart, Glut1-overexpressing cardiomyocytes seem to respond to the pressure overload predominantly by hypertrophic growth^11^. However, it is unknown whether cardiomyocyte proliferation is simultaneously stimulated in the adult Glut1 transgenic hearts. Further investigation will determine whether glucose loading strategy may promote the regeneration of adult heart.

There is generally an inverse correlation between cell proliferation and differentiation during developmental stages^25^. In our previous study, we found that the nucleotide biosynthesis supported by the PPP is a key mechanism balancing cell proliferation and maturation during the physiological growth of cardiomyocytes. The balance between proliferation and maturation was successfully manipulated by addition of glucose or nucleotides (gain-of-function) and inhibition of the PPP and nucleotide biosynthesis (loss-of-function) in the in vitro settings^10^. The current study demonstrates that similar intervention may be effective during the neonatal stages to accelerate regeneration. Indeed, metabolic profiling of neonate hearts revealed that glucose is actively utilized in the context of cryoinjury, evidenced by the marked accumulation of polyol pathway intermediates. The influence of metabolic activity, driven by glucose utilization, on regulating cardiac regeneration was probed further through pharmacological intervention. The regenerative advantage of Glut1 transgenic heart was abrogated by the inhibition of RNR, the key enzyme of nucleotide biosynthesis pathway, by HU, further re-emphasizing the importance of the nucleotides in regulating cardiomyocyte proliferation and regeneration upon injury.

Cells display distinct metabolic profiles depending on their differentiation stage^26–28^. The fuel type of cells serves not merely as a source of energy but also as a regulator of self-renewal and differentiation of stem or progenitor cells^29–32^. Among such metabolic factors, environmental glucose is one of the fundamental nutrients for the cells and is a significant contributor to heart formation. However, despite the established association between hyperglycemia and the heart malformation, little is known about how glucose impacts cardiomyocyte formation and re-formation^33–35^. Glucose induces cardiomyocyte proliferation at the sacrifice of its maturity via the pentose phosphate pathway and nucleotide biosynthesis during physiological heart formation^10^. The current study is the first to demonstrate that glucose metabolism is a critical determinant of cardiac regenerative capacity through the nucleotide biosynthesis in vivo. The non-genetic factors and genetic regulators mutually reinforce each other to establish a robust cardiac differentiation program. Metabolic environment of the cells is, on one hand, determined by the genetic program of cells. On the other hand, the genetic program of the cells is dependent on the metabolic environment. Understanding how the genetic program and metabolic factors crosstalk during physiological and pathological cardiogenesis will be an important theme that requires further investigation.

## Materials and methods

### Mouse maintenance and cryoinjury of neonatal mouse hearts

Animals were housed at the University of California Los Angeles (UCLA) animal facility. WT and Glut1 transgenic mice (males and females) were maintained on the ICR/CD-1 strain background according to the Guide for the Care and Use of Laboratory Animals published by the US National Institute of Health (NIH Publication No. 85-23, revised 1996). Housing and experiments were performed according to the Institutional Approval for Appropriate Care and Use of Laboratory Animals by the UCLA Institutional Animal Care and Use Committee (Protocol # 2008-143-31). Some WT ICR/CD-1 mom and pups were ordered from Charles River Laboratories, MA and housed at the UCLA animal facility. The study was carried out in compliance with the ARRIVE guidelines. Surgical procedures were performed as previously described^36^ with some modifications in order to optimize the time of injury to the apex of the left ventricle while creating a non-transmural injury as well as optimizing the time for adequate anesthesia and decreasing post-surgical mortality of the pups. Briefly, 1-day old neonatal mice were anesthetized under hypothermic conditions. Left lateral thoracotomies at the 5th intercostal space were performed and hearts were exposed through an incision at intercostal space 5–6. As soon as the incision was made, a 1 mm metal probe was chilled in liquid nitrogen for 15–30 s. After heart exposure, the pre-chilled probe was placed on the apex of the left ventricle for 1 s. Sham operated hearts were also exposed for 1 s but no injury was done. The thoracic wall incision was closed with a 7–0 Prolene suture (8701H, Ethicon, Somerville, NJ USA) using a figure of eight suture technique. The skin was closed by topical tissue adhesive (Gluture, Abbott Laboratories, IL, USA). After surgery, pups were placed immediately in a warm water bed and allowed to full recovery for at least 15 min prior to putting pups back in the cage with mom. The survival rate was around 90%. Body weights were measured (grams) using a weight scale prior to each cryosurgery and plasma glucose levels were measured by using a ONE TOUCH Glucose Monitor using blood samples obtained by tail bleeding.

### Tissue collection and histological analysis

To collect hearts at different time points, mice were put under general anesthesia with 99.9% isoflurane in an inhalation chamber followed by cervical dislocation. Body weights were measured prior to collection of hearts. After collection of hearts, they were weighed using an analytical balance weight scale. Hearts were dissected and cleaned prior to weighting. Pictures were taken for each heart in order to analyze phenotypic differences between the transgenic Glut1 hearts and the WT hearts. Hearts were embedded in paraffin and sectioned transversely from the apex to the base at 7 μm. Paraffin sections from hearts at 1, 2, 3 and 6 weeks after surgery were stained with Hematoxylin and Eosin according to standard protocols to evaluate the extent of injury. The heart sections were also stained with Picrosirius Red Staining to order to determine the extent of collagen deposition. After deparaffinization in Xylene, the sections were washed with ethanol and PBS, incubated with picrosirius red solution for 1 h at room temperature, and then rinsed quickly with acetic acid and ethanol. Stained sections were dehydrated with ethanol and xylene and mounted. In Picrosirius Red stained sections, the scar tissue is stained red and muscle tissue appears yellow. For immunostaining, sections were incubated with the following primary antibodies: cardiac TnnT2 (Sigma Cat# HPA015774 1:1000 rabbit), Proliferating Cell Nuclear Antigen (Vector laboratories PCNA Cat#VP-P980), and PECAM (eBioscience Cat# 13-0311) for 1 h. Heart sections were also stained with Periodic Acid Schiff stain kit (Abcam) at post-natal stage 2 days in order to determine the glycogen content within these hearts. Glycogen stained magenta in color while nuclei stained blue.

### Flow cytometry

Hydroxyurea (HU) and Edu were injected intraperitoneally. HU injections were performed 4 h prior to cryoinjury and daily for 7 days. Edu was injected 4 h prior to tissue harvest, hearts were dissociated to single cells at P7 as previously described^10,37^. The cells were stained for Mitotracker Orange CMTMRos (ThermoFisher), and further fixed and strained with Tnnt2 antibody (rabbit, 1:200, Sigma-Aldrich) and ClickIT EdU kit. Alexa488-conjugated anti-rabbit IgG antibody (ThermoFisher) was used for secondary antibody for TnnT2. Stained cells were analyzed by a flow cytometer (LSRII, BD Biosciences). Data analysis was performed using FACSDiva (BD Biosciences).

### RNA-Seq and data analyses

Tnnt2^high^ and Tnnt2^low^ cardiomyocytes from *αMHC-Cre*^*tg*^*; R26*^+*/YFP reporter*^ and *αMHC-hGLUT1*^*tg*^*; αMHC-Cre*^*tg*^*; R26*^+*/YFP reporter*^ were sorted using Mitotracker and YFP and their RNAs were extracted using RNeasy kit (QIAGEN). mRNA library was prepared with the Illumina HiSeq mRNA kit (Illumina, RS-122-2001), according to manufacturer’s instructions. Final libraries were sequenced with single-end reads of 50 bp on Illumina sequencing platforms HiSeq 3000 (Illumina, San Diego, CA); raw sequencing reads were assessed for quality using FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc), then low-quality bases with a Phred quality value lower than 20 were trimmed off the read ends. The RNA Sequencing reads were mapped to mouse genome assembly UCSC mm10 using the HISAT2 with default settings^38^. UCSC annotation release mm10 was used to identify genes for feature counting. Read counts for genes were determined as counts mapped to the union of all exons for all transcript isoforms of a given gene using HTSeq^39^. Differential expression analysis and generation of the corresponding data plots were performed using DESeq2 using default settings, except that the alpha (FDR) threshold was set to 0.05^40^.

### ^18^F-FDG measurement by autoradiography

Autoradiography was conducted as we described^41^ except that mouse pups were injected with ^18^F-FDG (3.33 MBq; UCLA Ahmanson Biomedical Cyclotron Facility) and hearts were removed and sliced at 7 µm of thickness for analysis. Heart ^18^F-FDG accumulation was quantified using Fujifilm Multi Gauge v.3.0 software and the signal was normalized to the amount of probe injected for each mouse pup.

### Intracellular metabolite extraction and analysis

Neonatal hearts were excised and weighed. Hearts were submerged in 500 μl of extraction solution (80% methanol/10 µM trifluoromethanosulfanate) contained in 2 mL tubes containing 1.4 mm ceramic beads. Tubes were placed in a Bead Mill 4 (Fisher brand) to homogenize tissue for 6 min (speed: 6 m/s). Homogenates were transferred to clean tubes and centrifuged at 4 °C for 10 min at 17,000*g*. For every sample, a supernatant volume that is equivalent to 5 mg of total heart tissue was transferred to a glass vial. Samples in glass vials were dried under an EZ-2Elite evaporator. Metabolites were resuspended in 100 μl 50% acetonitrile (ACN). The analysis was performed on a Q Exactive (Thermo Scientific) in polarity-switching mode with positive voltage 3.5 kV and negative voltage 3.5 kV. The mass spectrometer was coupled to an Vanquish (Thermo Scientific) UHPLC system. Mobile phase A was 5 mM NH_4_Ac, pH 9.9, B was ACN. Separation was achieved on a Luna 3 mm NH_2_ 100 A (150 × 2.0 mm) (Phenomenex) column kept at a temperature of 40 °C. Injection volume was 10 μl, flow was 200 μl/min, and the gradient ran from 15% A to 95% A in 18 min, followed by an isocratic step for 9 min and re-equilibration for 7 min. Metabolites were detected and quantified as the area under the curve based on retention time and accurate mass (≤ 15 p.p.m.) using MZMine 2.0.

### Glycogen content determination

Cardiac glycogen levels were quantified using Glycogen Assay Kit (Colorimetric/Fluorometric) (ab65620). Neonatal hearts at P2, P4 and P7 were excised and weighted. Tissues were homogenized in ddH_2_O and boil for 10 min. Samples were centrifuged and the supernatant was collected in a new tube. Glycogen standard (0.2 mg/ml) was used to prepare a standard curve dilution ranging from 0 to 2 μg/well. Reaction wells were set up per assay protocol. Serial dilutions were used and (1:16 dilution) was found to be the optimal dilution for our samples. All standard and sample wells were set up to have duplicate readings. Glucose was analyzed by colorimetric reading immediately after incubation with enzyme mix using a microplate reader at optical density (OD) of 570 nm.

### Transthoracic echocardiography

Murine transthoracic 2D M-mode and Doppler imaging echocardiography was conducted using a VisualSonics Vevo 2100 ultrasound system and a 30-MHz probe. The mice were sedated using isoflurane inhalation (1.5–2%) and were spontaneously breathing during the procedure. Mice chest fur was removed using depilatory cream. The heart was imaged in the two-dimensional parasternal long and short-axis view, and an M-mode echocardiogram of the mid-ventricle was recorded at the level of the papillary muscles. Heart rate, end-diastolic and end-systolic internal dimensions of the left ventricle were measured from the M-mode image. LV ejection fraction was used as an index of cardiac function and fractional shortening was used as an index of cardiac contractility.

### Quantification and statistics

Data are presented as mean ± SEM. Comparison between the two groups was done by the two tailed Student’s T test. *p < 0.05 and **p < 0.01 were considered statistically significant. Quantification of angiogenesis and scar size as a ratio of scar area to the left ventricular area was conducted manually by using Image J software by one observer, however the observer was not blinded to the experimental groups.

## Supplementary Information

Supplementary Information.

# Supplementary material for: GLUT1 overexpression enhances glucose metabolism and promotes neonatal heart regeneration
**Source:** Sci Rep. 2021 Apr 21;11:8669. doi: 10.1038/s41598-021-88159-x
**Supplement:** Supplementary file 1 — Supplementary Information.

# GLUT1 overexpression enhances glucose metabolism and promotes neonatal heart regeneration

Viviana M Fajardo<sup>1</sup>, Iris Feng<sup>2</sup>, Bao Ying Chen<sup>3,5,13</sup>, Cesar A Perez-Ramirez<sup>4</sup>, Baochen Shi<sup>2</sup>, Peter Clark<sup>3,5</sup>, Rong Tian<sup>6</sup>, Ching-Ling Lien<sup>7,8,9</sup>, Matteo Pellegrini<sup>2,11,12</sup>, Heather Christofk<sup>4,11,12</sup>, Haruko Nakano<sup>2</sup>, Atsushi Nakano<sup>2,10,11,12\*</sup>

## Supplementary Figure Legends

### Supplementary Figure 1. Increased glucose uptake in Glut1 transgenic heart

- Glut1 immunofluorescent staining of *aMHC-hGLUT1* transgenic heart at P2 pre- and post-injury and P7 post injury. Note the strong sarcolemmal expression of Glut1 in Glut1 transgenic hearts (arrowheads). Scale bar= 10 $\mu$ m
- Gene expression quantification by qPCR. **Left** bar graph represents Slc2a1 gene expression of hearts at P4. n = 4-5 per group \* $p < 0.05$ , \*\* $p < 0.01$  **Right** bar graph represents Slc2a1 gene expression of hearts at P7. n = 4-6 per group \* $p < 0.05$ , \*\* $p < 0.01$ .
- Glucose uptake of Glut1 transgenic hearts measured by autoradiography of accumulated <sup>18</sup>F-FDG activity at P2, 4, and 7.
- Glucose uptake of Glut1 transgenic heart measured by <sup>18</sup>F-FDG activity in the autoradiography images at P2, 4, and 7. n = 1-3 for each group \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$
- Blood glucose levels at P1, pre-injury, n = 20 vs 29. \* $p < 0.05$  by t-test. P3, pre-injury, n = 5 for each group. P7, pre-injury, n = 9 for each group.
- Heart weight body weight (HW/BW) ratio of wild type and Glut1 transgenic (Glut1 tg) sham control hearts. n = 5 for each group.  $p = n.s.$
- PCNA staining of the sections from wild type and Glut1 transgenic hearts 2 and 4 days post-injury. Sections were stained with a cardiac marker (Tnnt2; Red), proliferation marker (PCNA; Green) and a nuclear marker (DAPI; Blue). Note that PCNA staining is more abundant in Glut1 transgenic heart. Scale bars= 100  $\mu$ m and 50  $\mu$ m respectively.
- Left** graphs represent the number of cardiomyocytes from whole hearts post-injury (top) and sham controls (bottom) at P7 stage. n = 5 per group. **Right** graphs represent the number +Edu cardiomyocytes post-injury (top: n = 5 per group) and sham controls (bottom: n = 3 wild type, n = 4 Glut1 tg). \* $p < 0.05$ .

### Supplemental Figure 2. Cardiac function of Wild type and Glut1 transgenic hearts after surgery

- In vivo trans-thoracic echocardiography and representative M mode echocardiogram.
- Cardiac ejection fraction at P21 and P40 stages after surgery. P21 stage, n = 3, each. P40 stage, n = 3 wild type, n = 1 Glut1 tg
- Fractional shortening at P21 and P40 stages after surgery. P21 stage, n = 3, each. P40 stage, n = 3 wild type, n = 1 Glut1 tg

All data represent mean  $\pm$  SEM.

### Supplementary Figure 3. Increased neovascularization in the border zone of Glut1 hearts after cardiac injury

Representative images of Wild type sham (a), Wild type injured (b), and Glut1 transgenic injured (c) hearts at p7. Left, (a) representative image of H&E staining, (b,c) representative image of Masson's Trichrome staining. Right, immunostaining with CD31 (endothelial marker; red). (d) Quantification of neovascularization at P7 stage after cardiac injury. n = 2 wild type, n = 4 Glut1 tg

**Supplementary Figure 4. RNA-seq analysis of Tnnt2<sup>high</sup> and Tnnt2<sup>low</sup> cardiomyocytes from Wild type and Glut1 transgenic hearts at P1**

- a. 2-way comparison of Tnnt2<sup>high</sup> and Tnnt2<sup>low</sup> cardiomyocytes from Wild type and Glut1 transgenic hearts. Note the significant increase in the number of differentially expressed genes (DEGs) between Glut1 tg Tnnt2<sup>high</sup> and Glut1 tg Tnnt2<sup>low</sup> cardiomyocytes.
- b. 

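Lists of genes were tested in each of the 4 comparisons of the populations, 30 of them with at least 5 measured genes. In Glut1 transgenic hearts, 13 lists passed between Tnnt2low and Tnnt2high cells, 3 higher and 10 lower in Tnnt2low, and in WT hearts 10 passed, 1 higher and 9 lower. Between genotypes 6 lists passed in Tnnt2low cells, 3 higher and 3 lower in Glut1 transgenic hearts, and 11 in Tnnt2high cells, 8 higher and 3 lower. With an estimated correlation between genes, 0 lists passed in any of the 4 comparisons. The 3 lists higher in Glut1 transgenic Tnnt2low than Tnnt2high cells were the G2 and M genes, the cell cycle genes of Fig. 2e, and a list of long transcripts of chromatin and transport genes. The long transcripts were taken from the leading names of the paper's table for this comparison, so that their direction is not independent evidence. Of these 17 of 18 rose (18 adjusted over the list alone) at a median log2 fold change of 1.07. Genes matched to this list in length had a median of 0.62. Bahcc1, a chromatin reader, had a log2 fold change of 1.23 (standard error 0.17, adjusted p = 0.00142 from edgeR's quasi-likelihood test), and of 0.53 with no call with the offset for transcript length and GC content (adjusted p = 0.0942). Replication-dependent histone genes, whose transcripts mostly lack a poly(A) tail, fell in 5 of 53 cases with none higher in the same comparison (4 adjusted over the list alone), at a median of -0.58 (adjusted p = 7.20e-05 from camera; adjusted p = 0.481 with an estimated correlation). The histone median was 0.16 with that offset. Glycolysis genes fell in 8 of 23 cases and rose in 2 (10 and 4 adjusted over the list alone). Their median was -0.40 (adjusted p = 0.0410 from camera; adjusted p = 0.481 with an estimated correlation), and the call ended with the heart as a block (median -0.30, adjusted p = 0.0803) and with the offset (median -0.21). It ended as well when genes of shared sequence were left out (median -0.28, adjusted p = 0.348). It also ended without Glut1 transgenic Tnnt2low replicate 1 (-0.27) or 3 (-0.40), Glut1 transgenic Tnnt2high replicate 2 (-0.31) or 4 (-0.36), or either WT Tnnt2low replicate (-0.40). Eno3, the muscle enolase, was at 966 ± 72.1 CPM (SD, n = 4) in Tnnt2low and 1700 ± 173 CPM (SD, n = 4) in Tnnt2high cells. For Eno3 this is a log2 fold change of -0.82 (standard error 0.13, adjusted p = 0.00199 from edgeR). Between genotypes, the number of lists past the test was 1 in Tnnt2high cells without WT Tnnt2high replicate 2. In Tnnt2low cells it was 2 without Glut1 transgenic Tnnt2low replicate 1 and 12 without WT Tnnt2low replicate 1.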

Gene Ontology of DEGs among 4 populations: <sup>1</sup>Glut1 tg Tnnt2<sup>low</sup> vs Glut1 tg Tnnt2<sup>high</sup>; <sup>2</sup>Wild type Tnnt2<sup>low</sup> vs Wild type Tnnt2<sup>high</sup>; <sup>3</sup>Glut1 tg Tnnt2<sup>low</sup> vs Wild type Tnnt2<sup>low</sup>; <sup>4</sup>Glut1 tg Tnnt2<sup>high</sup> vs Wild type Tnnt2<sup>high</sup>.
- c. Histogram of the forward scatter of the 4 populations. Note that Tnnt2<sup>low</sup> cardiomyocytes are smaller in size in both Wild type and Glut1 transgenic hearts.

**Supplemental Figure 5. Neonatal cardiac metabolite differences prior and post-surgery**

- a. Heatmap of metabolites before and after surgery at P2 stage comparing wild type control hearts vs Glut1 transgenic hearts and P7 stage after surgery. P2 stage groups were compared pre-injury and post-injury separately.
- b. Volcano plots of metabolites at P2 stage pre-injury, n = 5 per group; P2 stage post-injury, n = 3 per group, comparing wild type control hearts vs Glut1 transgenic hearts and P7 stage post-injury, n = 3 wild type, n = 6 Glut1 tg hearts

**Supplementary Table 1. Top 50 Differentially expressed upregulated genes >1.5 fold change.**

# Supplementary Figure 1

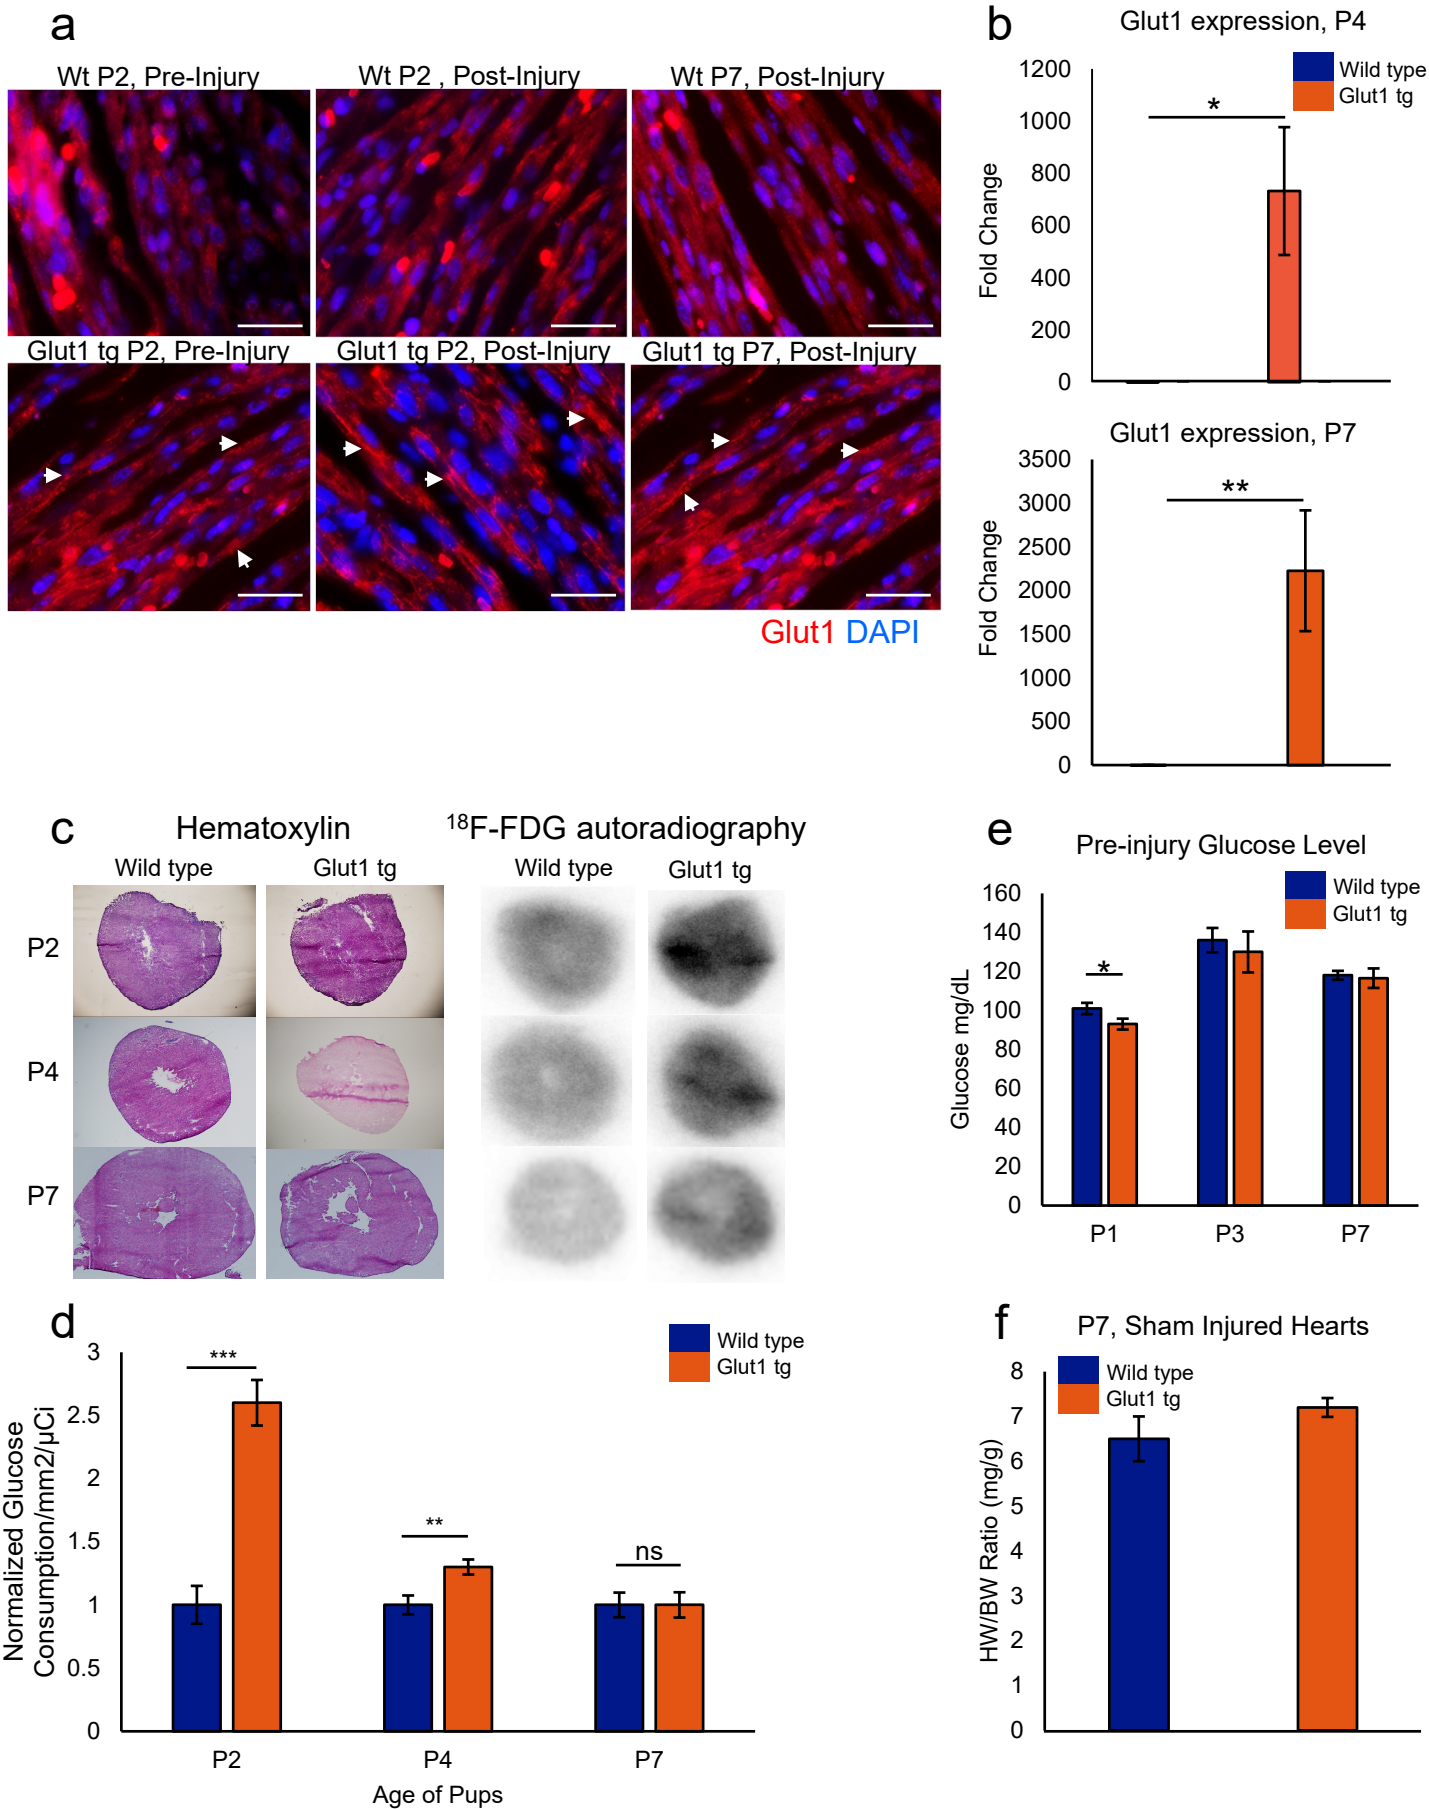

g

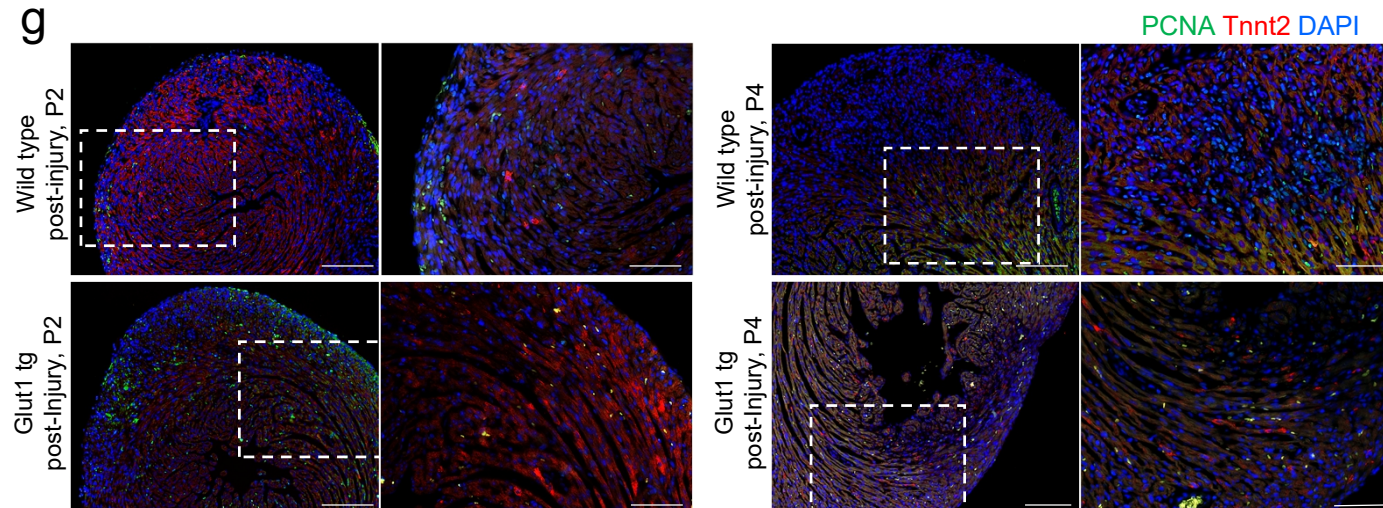

h

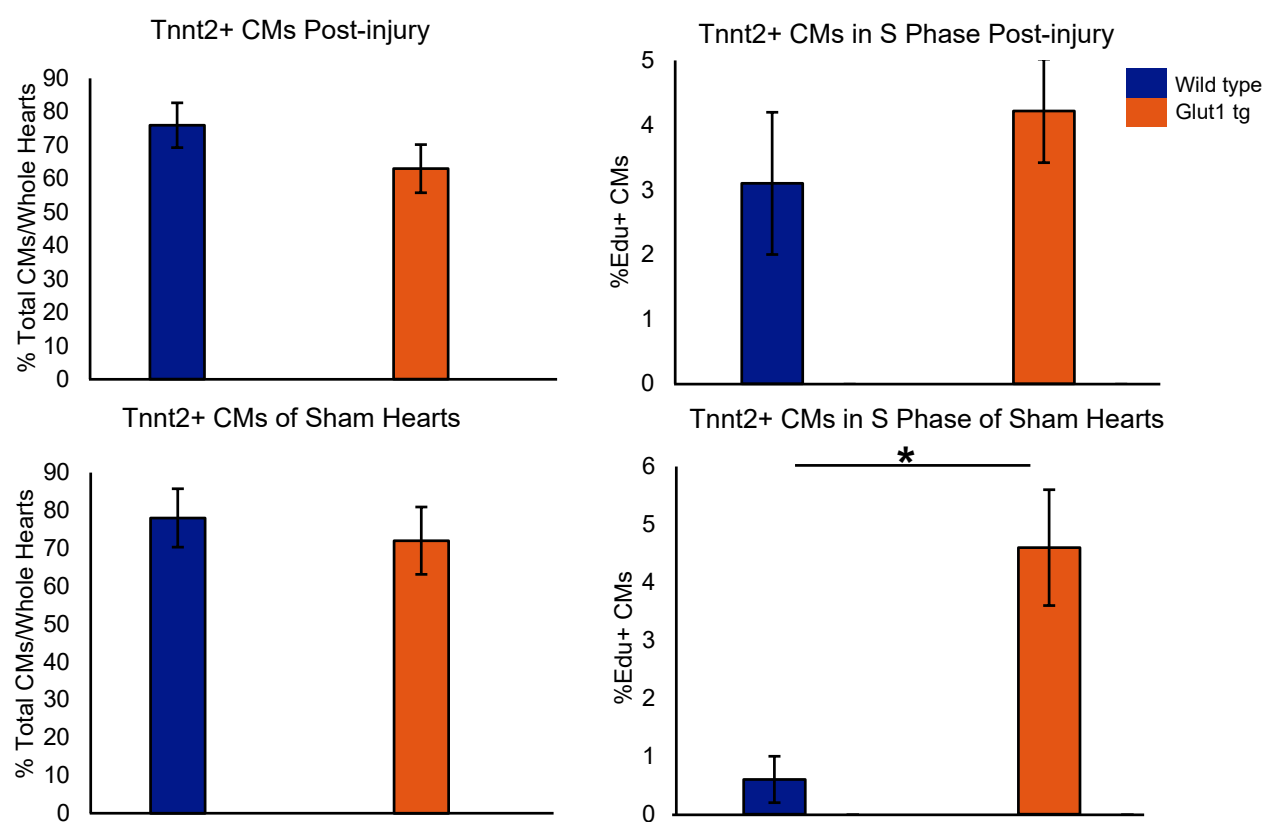

# Supplementary Figure 2

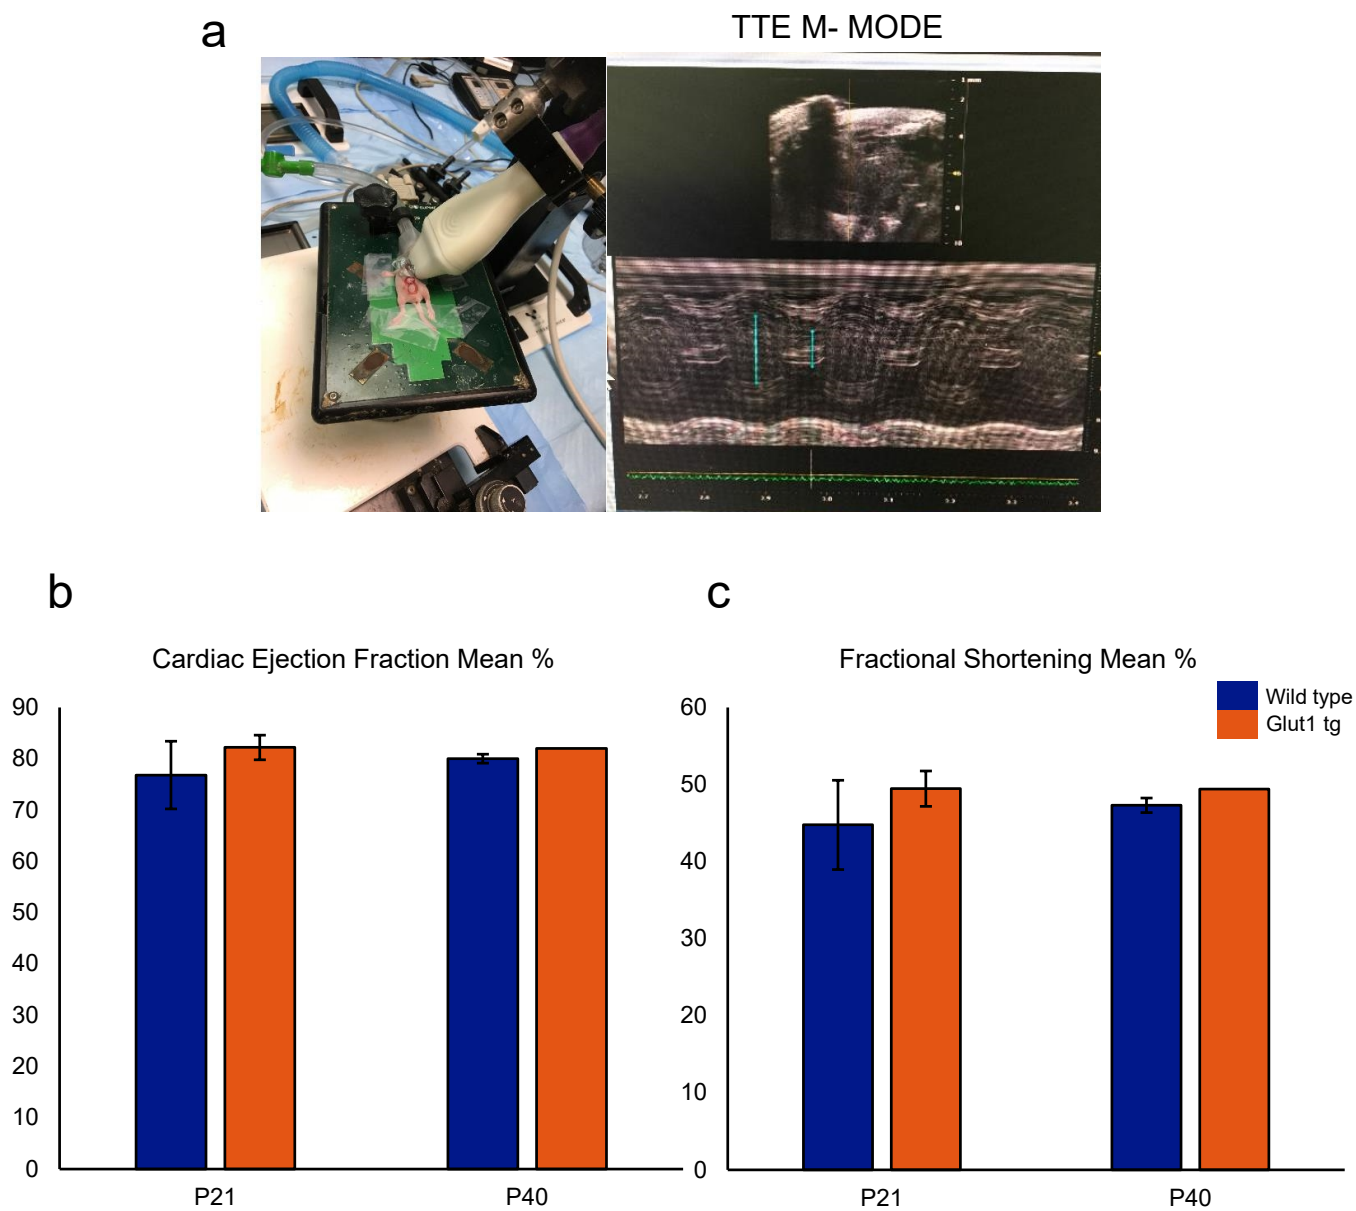

# Supplementary Figure 3

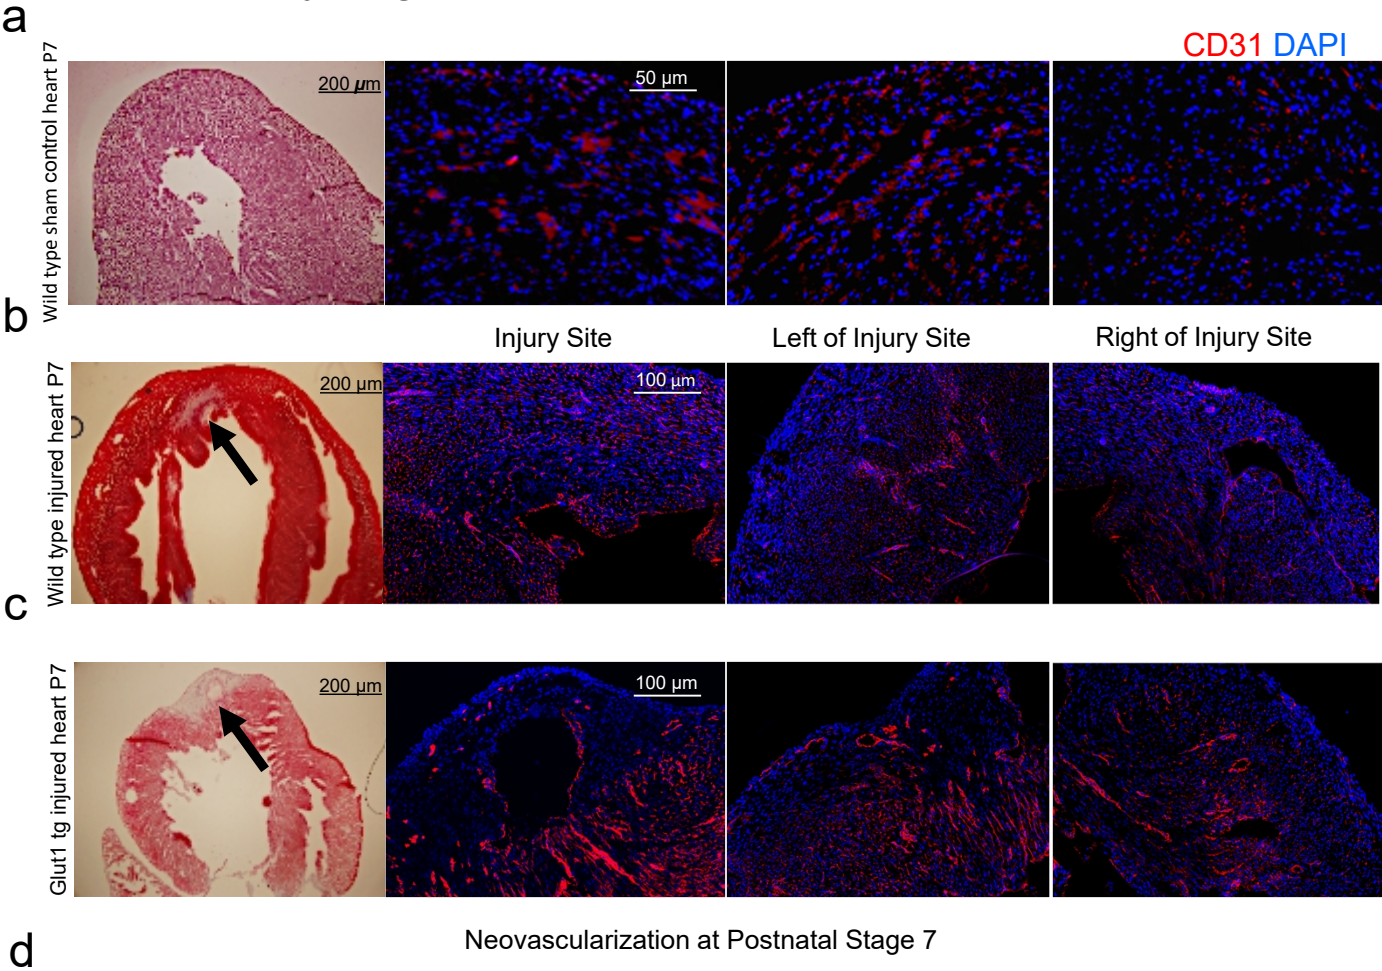

# Supplementary Figure 4

a

| Differentially Expressed Genes >1.5 fold change | Glut1 Tnnt2 <sup>low</sup> vs Glut1 Tnnt2 <sup>high</sup> | Wild type Tnnt2 <sup>low</sup> vs Wild type Tnnt2 <sup>high</sup> | Glut1 Tnnt2 <sup>low</sup> vs Wild type Tnnt2 <sup>low</sup> | Glut1 Tnnt2 <sup>high</sup> vs Wild type Tnnt2 <sup>high</sup> |
|-------------------------------------------------|-----------------------------------------------------------|-------------------------------------------------------------------|--------------------------------------------------------------|----------------------------------------------------------------|
| Upregulated                                     | 918                                                       | 76                                                                | 68                                                           | 70                                                             |
| Downregulated                                   | 349                                                       | 107                                                               | 42                                                           | 82                                                             |

b

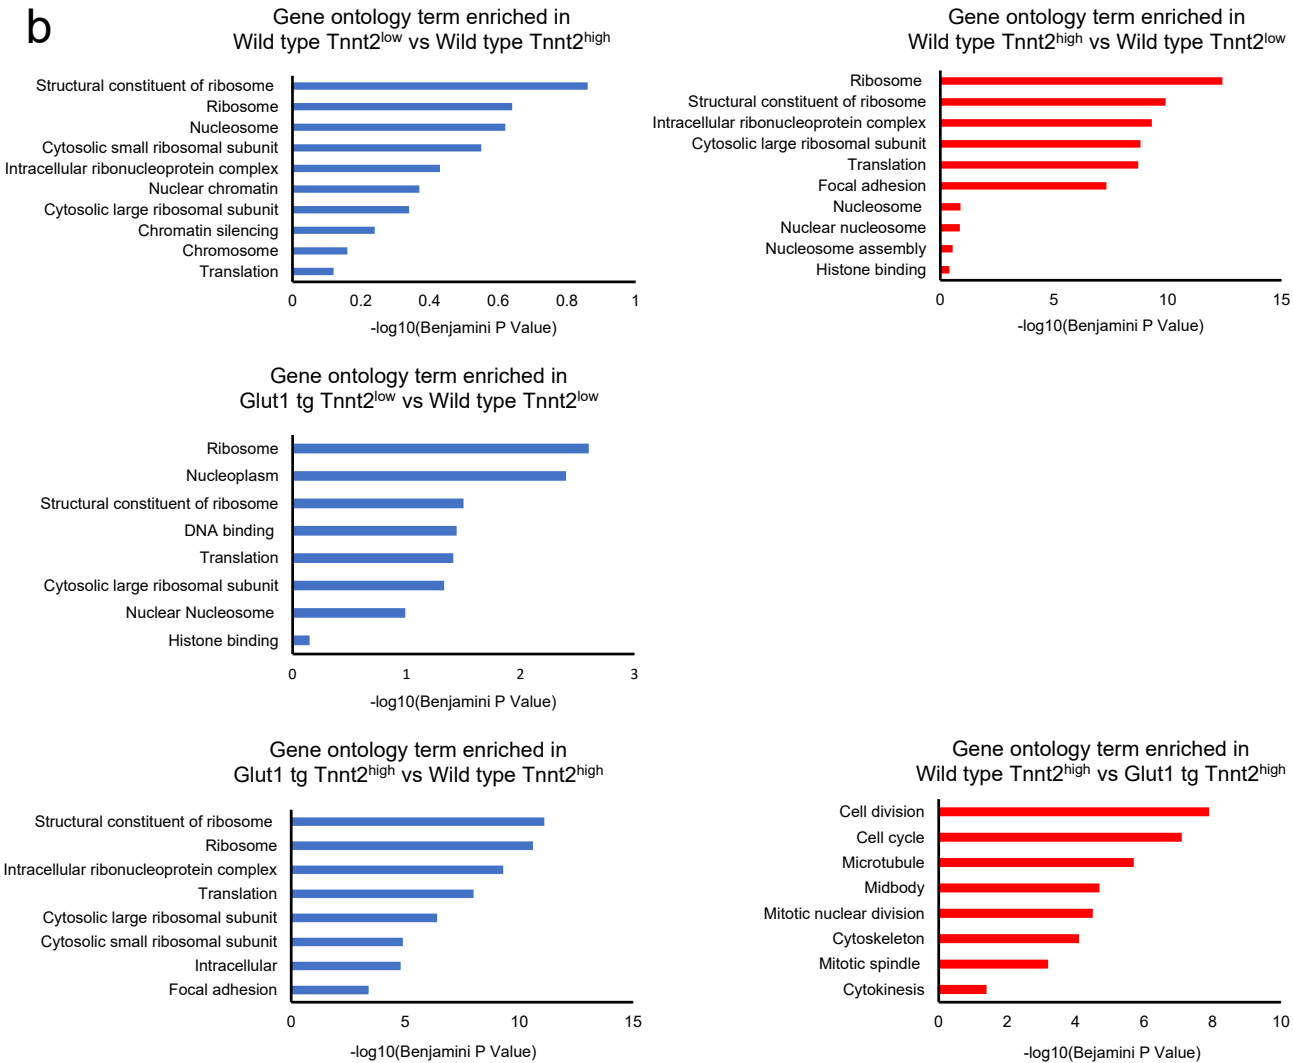

c

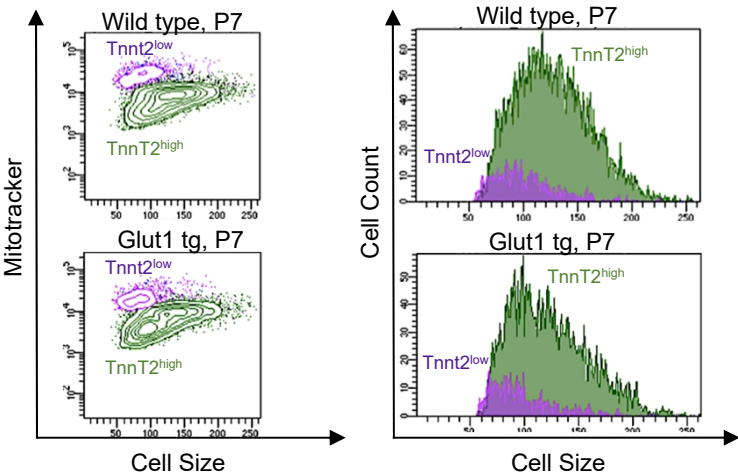

# Supplementary Figure 5

a

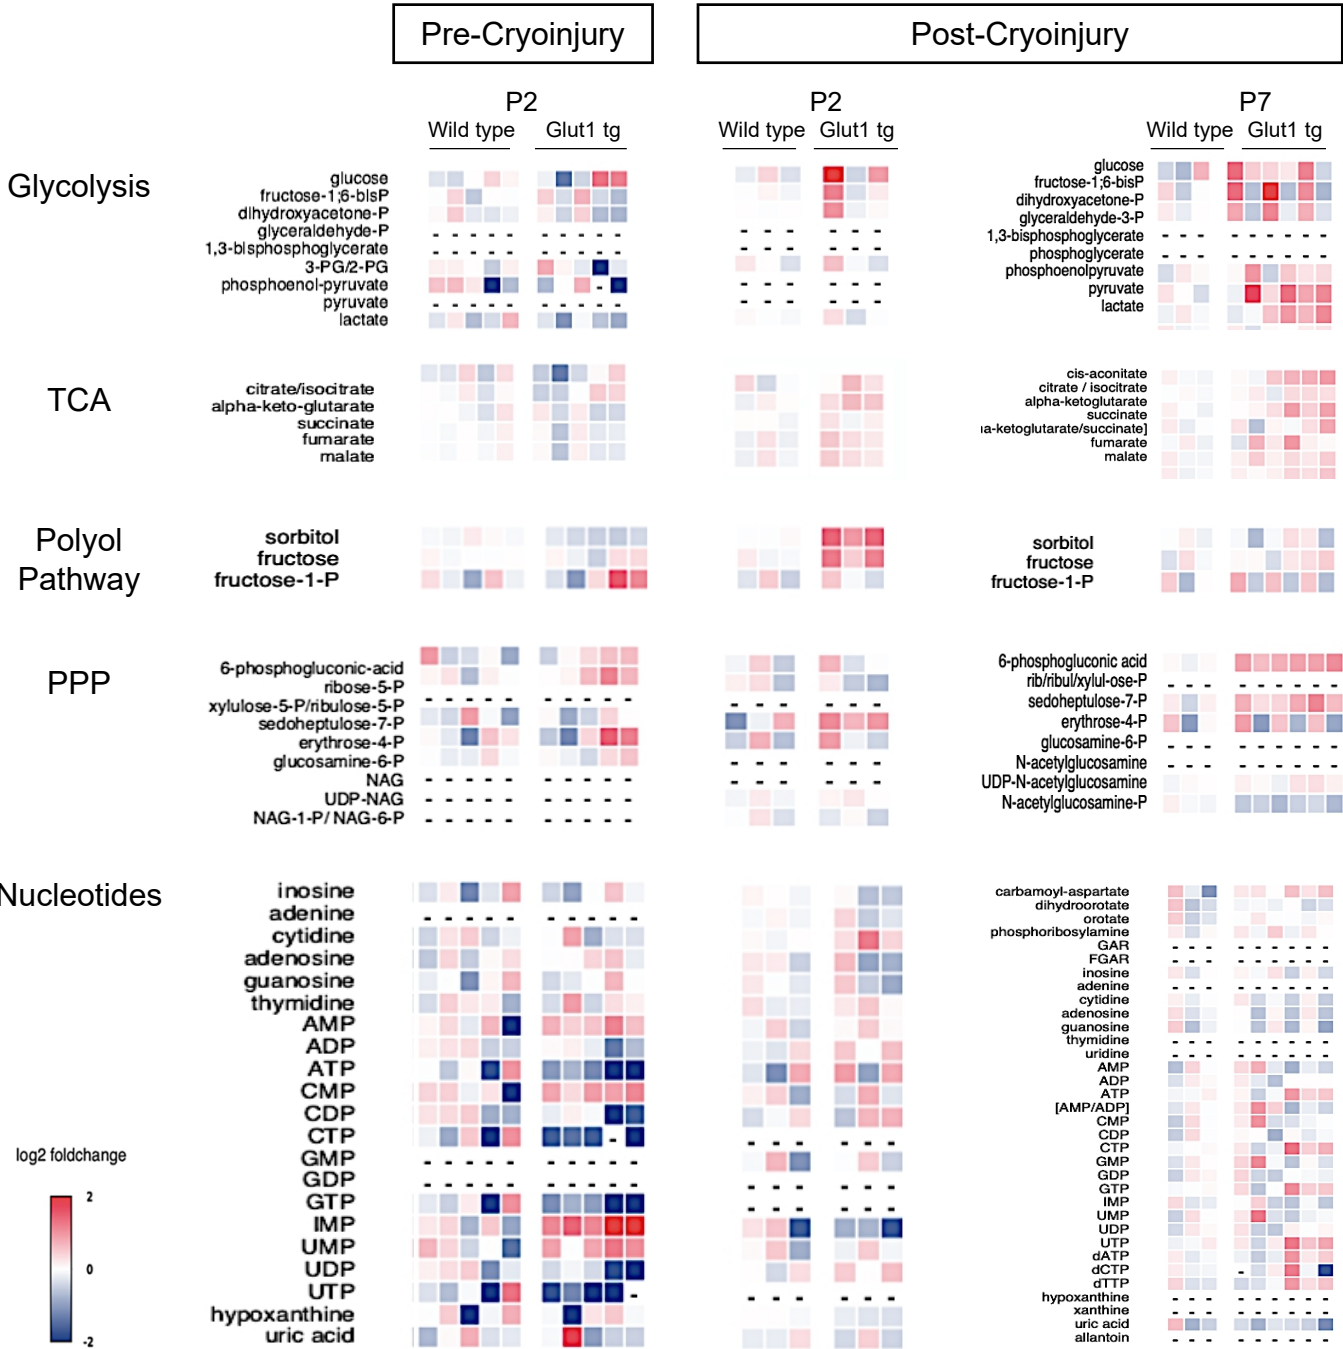

b

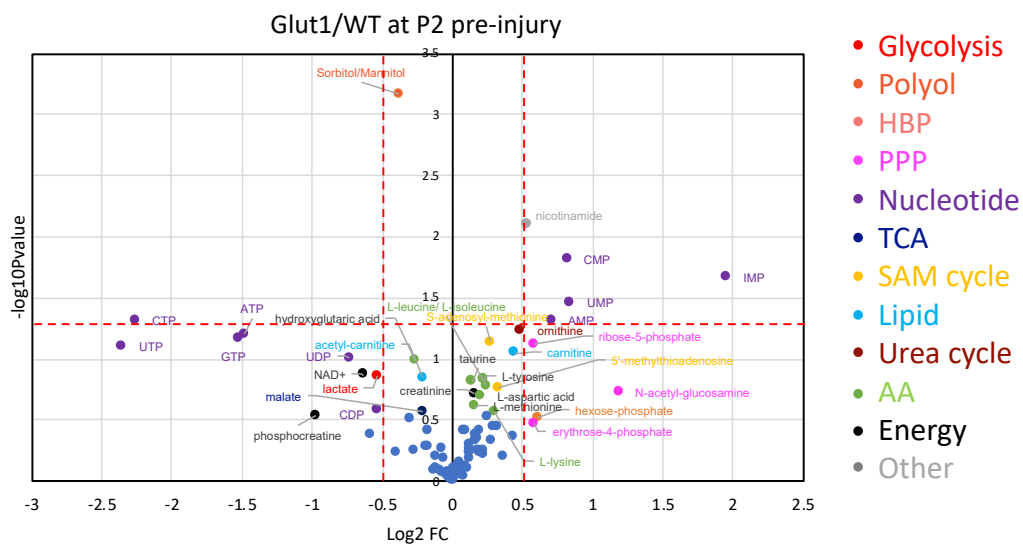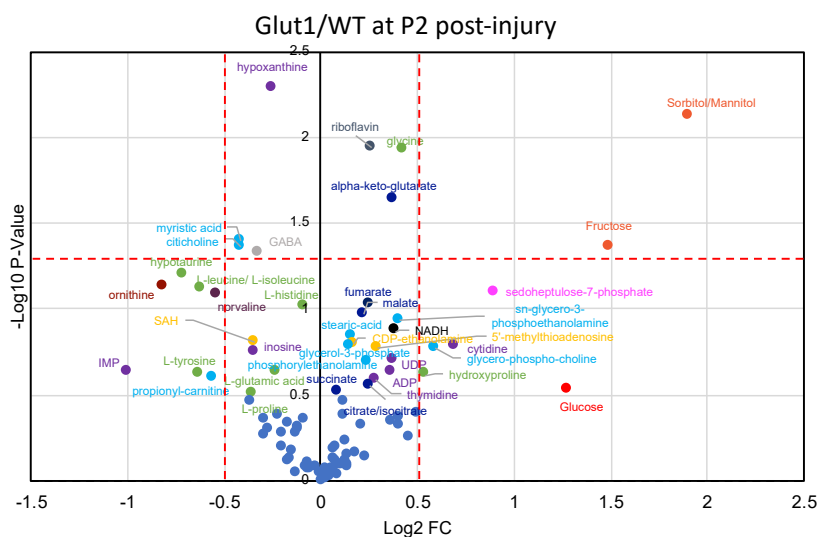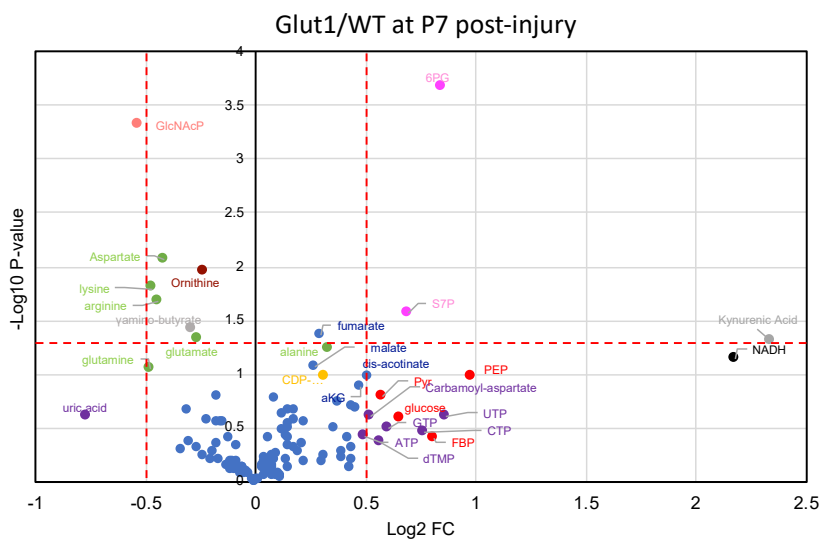

# Supplementary Table 1

How the deposited data were processed for this re-analysis (not part of the article)

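The RNA-seq data are 12 libraries of cardiomyocytes of the Tnnt2low and Tnnt2high populations, sorted from Glut1 transgenic and WT hearts. The deposited values are raw counts of reads per gene, 1 file per library, which the authors made from single-end reads. RNA was taken with the RNeasy kit and made into libraries with an Illumina mRNA kit, according to the paper. The sample records describe the extract as heart tissue, while the paper describes sorted cells, and the paper's description was used. The authors checked the reads with FastQC, trimmed ends of low quality, mapped the reads with HISAT2 at default settings to the UCSC mm10 genome and counted them with HTSeq over the union of the exons of each gene. The versions of these tools, the counting mode and whether the counting used strand are not given in the sources used here. The authors tested the counts with DESeq2 at its default settings, apart from an FDR threshold of 0.05.

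Each file holds 24421 genes and 5 totals that name no gene, which stayed out of library sizes and tests. All records numbered 21179172 to 30801101 per library (median 22930027). Reads with several alignments made up 34.7% of the records on average (28.2% to 40.9%) and ambiguous reads 0.381%. Reads outside every exon made up 32.8% ± 2.75 (SD, n = 4) in Glut1 transgenic Tnnt2low, 44.7% ± 1.81 (SD, n = 4) in Glut1 transgenic Tnnt2high, 36.5% ± 3.64 (SD, n = 2) in WT Tnnt2low and 40.2% ± 2.64 (SD, n = 2) in WT Tnnt2high libraries. Between 12328 and 14491 genes were detected per library, and the 10 genes with the most counts took 23.6% of them. Replicates differed by more than counting noise, with a chi-square per gene of 13.4 to 26.5 over 14 pairs of replicates for genes with at least 20 counts, where counting noise alone gives 1. The biological coefficient of variation was 0.314.

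Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr on the 4 groups, quasi-likelihood test, prior count of 2 for log CPM). All 12 libraries entered 1 fit, since 2 WT libraries per population give little hold on the spread alone. The comparisons were Tnnt2low against Tnnt2high cells within each genotype, Glut1 transgenic against WT within each population, and the difference of the first 2 (the interaction, with no fold minimum). Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, for 30 lists with at least 5 tested genes, with Benjamini-Hochberg adjustment over these. Estimated correlations and fry were the alternatives for lists, and fry asks whether a list changed at all, where camera compares it with all other genes. Exact permutation tests of single values were two-sided and assigned libraries freely, without their pairing by heart. A gene counted as expressed in a population at a mean of at least 5 CPM. Figures were drawn in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

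Transcript length, GC content and coordinates came from GENCODE vM21 on mm10, with which 24027 genes (98.39%) matched by symbol, 651 of them through an older symbol. The offset for length and GC content was a loess fit per library with a span of 0.3, over 12183 (99.4%) of the tested genes. Sequence shared with other places was the share of a gene's 30-base words found elsewhere, and genes at 5% or more, 4831 in all, were treated as sharing sequence.

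The lists, 36 in all, covered G2 and M genes, S-phase genes, the 3 gene groups of the paper's heatmap (cell cycle, cardiac, and mitochondrial, ribosomal and other genes), sarcomere, fetal-type heart, excitation and calcium-handling, nuclear respiratory chain, mitochondrially encoded, mitochondrial ribosome, tricarboxylic acid cycle, fatty acid oxidation, glycolysis, glucose transporter, glycogen, pentose phosphate and nucleotide synthesis, polyol and hexosamine, glucose-responsive, cytosolic ribosomal protein, histone, immediate early, heat shock, nuclear-retained, long-transcript, Y-linked and X-inactivation genes, and markers of endothelial cells, fibroblasts and matrix, smooth muscle and pericytes, leukocytes, erythroid cells, epicardium, Schwann cells and neurons, atria and ventricles. Genes were named by a fixed rule: those the paper names on the RNA-seq and in its heatmap, with Slc2a1, Xist and the Y-linked genes; per comparison the 10 largest rises and 10 largest falls among genes past the threshold with libraries that did not overlap and a mean of at least 10 CPM; and per list up to 4 members with the smallest p in each direction, or those of highest mean CPM where none passed. Values printed in the paper's tables and heatmap had been seen when the rule was set. Genes outside it, such as Exo1, Hspb1 and Ugp2, were named where a count was 5 or fewer, after their values were seen. Results of 2 single genes are not reported here.

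The pairing of libraries comes from the labels, which name 4 Glut1 transgenic hearts and, in both populations, 2 WT numbers that begin with the same heart number, so every WT value and comparison with WT may rest on 1 heart. The deviations of same-numbered libraries from their group means correlated at 0.107 to 0.226 in Glut1 transgenic hearts, against -0.151 to 0.120 for libraries of different hearts; with 2 WT libraries per population such a comparison says nothing about WT hearts. The main test of each comparison had no block, since the paper describes none, and a fit with the heart as a block was an alternative. Other alternatives were DESeq2 1.42.0 on 12 libraries or on the 2 groups compared, DESeq2 size factors or upper quartile scaling in edgeR, no filter or a minimum of 10 counts in every library, only the libraries of the 2 groups, the robust quasi-likelihood, no fold minimum, the heart as a random effect (limma voom with statmod 1.5.0), the offset with and without the block, ribosomal protein and histone genes left out, and each library left out in turn. Genes of shared sequence left out, libraries thinned to 4065306 counts, and the block with the offset for gene lists were added after the data had been seen.

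The tests were tested on simulated data with the means and library sizes of the real samples and 200 genes changed. For Glut1 transgenic hearts edgeR recovered 54% of 2-fold and 91% of 4-fold changes (100 genes each), and 4.61% of 152 calls were unchanged genes. DESeq2 recovered 66% and 95%, with 9.04% of its calls unchanged. For WT hearts edgeR recovered 14% and 79% with 6.06% of its calls unchanged, and DESeq2 24% and 86% with 24.1%. With a simulated trend in transcript length, 64.7% of 428 calls were unchanged genes without the offset and 5.96% of 151 with it.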

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

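The tests of transcript length and GC content, of other cell types, of thinned libraries, of reads outside exons, and of libraries that lie apart in the scores of all gene lists were chosen only after the results they bear on were seen.

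The change from Tnnt2high to Tnnt2low cells differed between Glut1 transgenic and WT hearts for 10 gene lists in a test of the interaction (camera, preset correlation), and for 0 with an estimated correlation. The median interaction on the log2 scale was 0.80 for the G2 and M genes and 0.32 for the S-phase genes. It was 1.26 for the cell cycle genes and -1.19 for the mitochondrial, ribosomal and other genes of the paper's heatmap, 2 lists that the study chose on these libraries (adjusted p = 4.03e-08 and adjusted p = 5.84e-06 from camera; adjusted p = 0.417 and adjusted p = 0.297 with an estimated correlation). The respiratory chain had an interaction of -0.43 (adjusted p = 3.53e-15; adjusted p = 0.447 with an estimated correlation), the mitochondrial ribosome -0.31 (adjusted p = 1.31e-06) and cytosolic ribosomal proteins -0.43 (adjusted p = 9.09e-08). The long transcripts, chosen from the paper's table, had one of 0.71 (adjusted p = 1.58e-09), endothelial markers -0.87 (adjusted p = 3.39e-04) and fibroblast and matrix markers -1.44 (adjusted p = 1.25e-06). Without WT Tnnt2high replicate 2, the interaction was 0.28 for the G2 and M genes, -0.14 for the mitochondrial ribosome, 0.05 for endothelial and -0.78 for fibroblast markers, and these 4 calls ended. Without WT Tnnt2low replicate 1 that of the endothelial markers was 1.51 with no call, and the mitochondrial ribosome lost its call with the offset for length and GC content (-0.12). Other calls were kept but moved: without WT Tnnt2high replicate 2 the interaction was 0.34 for the long transcripts and 0.68 for the cell cycle genes of the heatmap, and without WT Tnnt2high replicate 1 0.17 for the S-phase genes. Without WT Tnnt2low replicate 2 it was -0.14 for the respiratory chain, -0.11 for cytosolic ribosomal proteins and -0.53 for the heatmap's mitochondrial, ribosomal and other genes, whose ranges reached -0.68, -0.76 and -1.80. Without 1 library the interaction reached -2.81 for the fibroblast and matrix markers and 0.99 for the long transcripts. Genes matched to the respiratory chain in length had a median interaction of -0.25, and those matched to the long transcripts 0.31.

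Of gene lists outside those the paper discusses, 5 passed camera with a preset correlation between Tnnt2low and Tnnt2high cells of Glut1 transgenic hearts, and 0 with an estimated correlation. The median log2 fold change was -0.40 for glycolysis genes (8 of 23 fell and 2 rose; adjusted p = 0.0410 from camera), -0.58 for histone genes (5 of 53 fell; adjusted p = 7.20e-05) and 1.07 for the long transcripts (17 of 18 rose; adjusted p = 2.17e-12). It was -2.20 for endothelial markers (1 of 18 fell; adjusted p = 3.09e-06) and -2.65 for fibroblast and matrix markers (13 of 20 fell; adjusted p = 2.94e-10). Without Glut1 transgenic Tnnt2low replicate 4 the histone median was -0.37 with its call kept. With the offset it was 0.16 with no call, and the glycolysis call ended with the offset (-0.21), with the heart as a block (-0.30), and with genes of shared sequence left out (-0.28). The glycolysis call also ended without Glut1 transgenic Tnnt2low replicate 1 (-0.27) or 3 (-0.40), Glut1 transgenic Tnnt2high replicate 2 (-0.31) or 4 (-0.36), or either WT Tnnt2low replicate (-0.40).

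Dixon's test was run on the 4 Glut1 transgenic libraries of each population, for the scores of 35 gene lists, 4 genes and 5 measures of the libraries. Of these 88 groups of libraries, 1 held a library that lay apart from the other 3, where chance gives 5%: the long-transcript score was -0.38 in Glut1 transgenic Tnnt2high replicate 4 and -0.73 to -0.68 in the other 3.

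More genes changed between the populations in Glut1 transgenic hearts (1512) than in WT hearts (0 in edgeR, 381 at an unadjusted p under 0.05, 3 by DESeq2). Fewer WT libraries could account for part of this, since 2 Glut1 transgenic hearts at a time gave a median of 2.5 genes. The hearts of Glut1 transgenic replicates 1 and 2 gave 1229, and each of the other 5 pairs at most 4. On simulated data of the WT design, edgeR made 99 calls and recovered 79% of 4-fold and 14% of 2-fold changes. The 1512 genes had a median absolute log2 fold change of 0.80 in Glut1 transgenic and 0.32 in WT hearts. Both lie below a 2-fold change, so the simulated calls do not argue against fewer libraries as the cause. A swap of the 2 libraries of WT replicate 2 cannot be told, since 53.1% of the 1512 genes had the same direction there (92.8% in WT replicate 1, 98.0% to 99.7% in the Glut1 transgenic hearts), between the limits written before the test, under 50% for a swap and over 60% against one; the mean difference along the Glut1 direction, 0.0247 there and 0.63 in WT replicate 1, argues only against the swap of a replicate with a difference as large as that of WT replicate 1. A smaller difference in WT hearts stays open too, since genes called in 2 Glut1 transgenic hearts had at most 0.559 of the mean change of the other 2 hearts in WT hearts, but 2 of 6 choices of hearts called no gene. Of the 8 splits of the Glut1 transgenic libraries that part every heart, 1 gave as many genes, the real one (1512, highest other 0), and 8 splits are too few for a share under 0.05; all 35 splits, which also group libraries of 1 heart, gave at most 7 otherwise.

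G2 and M genes were higher in Tnnt2low than in Tnnt2high cells of Glut1 transgenic hearts. Transcript length and GC content are argued against as the cause, since the median log2 fold change was 0.86 with the heart as a block and 0.95 with the block and the offset (adjusted p = 8.25e-12 from camera; adjusted p = 0.441 with an estimated correlation). After every library was thinned to the smallest, the median was 0.87 (adjusted p = 9.91e-08 from camera). Thinning removes reads evenly, so this median could hardly move. It cannot decide whether what gave the Tnnt2low libraries more reads in genes is a cause. RNA or library quality stays open, since reads outside exons moved with the populations. Over the 6 pairs of same-numbered libraries the difference in the G2 and M score correlated at -0.67 with that in these reads. These pairs join both genotypes, so this value partly follows the genotype. In Glut1 transgenic replicates 1 to 4, the log2 differences in these reads were -1.12, -1.46, -1.39 and -1.26. Those in the score were 0.998, 1.42, 0.51 and 0.25, with no clear common order. Cells of other types stay open, since of 7 marker lists the Schwann and neuronal one had the highest median, 0.48 over only 3 measured genes, though the sort on the YFP reporter of the cardiomyocyte lineage should remove such cells, while endothelial, fibroblast, smooth muscle, leukocyte, erythroid and epicardial medians were below 0. For the count of gene lists past the test, 1 of the 8 splits, the real one, gave as many (13, highest other 12), too few splits for a share under 0.05, and 2 of all 35 splits did (highest other 16); a state of the cells themselves stays open, and it was tested only within these hearts.

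Respiratory chain and cytosolic ribosomal protein genes were lower in Tnnt2low than in Tnnt2high cells of Glut1 transgenic hearts, and fold changes followed transcript length. Length and GC content could account for most of both falls: with the heart as a block, the offset moved the respiratory chain median from -0.86 to -0.26, or 30.0% of it (adjusted p = 5.35e-08 from camera; adjusted p = 0.365 with an estimated correlation), and that of the ribosomal proteins from -0.98 to -0.39, or 40.5% of it (adjusted p = 1.12e-08; adjusted p = 0.192 with an estimated correlation). The respiratory chain median was -0.87 in thinned libraries (adjusted p = 3.41e-35 from camera). Even thinning could hardly move it, so the source of the different read numbers stays open as a cause. RNA or library quality stays open here too. The difference in the respiratory chain score correlated at 0.76 with that in reads outside exons over the 6 pairs of same-numbered libraries. These pairs again join both genotypes. In Glut1 transgenic replicates 1 to 4 the score differences were -1.07, -1.02, -0.60 and -0.57, and did not follow those in these reads given above. A lower content of mitochondria in Tnnt2low cells was not tested for what the offset left, and it stays open, though these cells were sorted as high in Mitotracker, which the paper uses as a marker of mitochondrial content.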

How the results depend on the processing

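The settings with genes of shared sequence left out, with thinned libraries, and with the block and the offset for gene lists were chosen only after the data were seen. Depth limits the genes tested to 12252, and 2 libraries per WT population limit what can pass there. When 1 WT library is left out, the lone one of its group is assumed to vary like the other groups. Of the results that answer a comparison, 487 values over 35 settings kept their side of the threshold, or for counts and values with no test moved little. A value that passed in neither the main test nor a setting counted as kept, even where its sign changed. Such sign changes are thus not among the reversed values. Of the rest, 14 no longer passed, 13 newly passed, 2 reversed, and 58 counts or values with no test moved. Of single genes and lists, 21053 were kept in this sense, 391 no longer passed, 140 newly passed and 22 reversed. The largest number no longer past was with the offset for length and GC content (73). Unless said, the cause was not tested.

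Genes changed in Tnnt2low against Tnnt2high cells of Glut1 transgenic hearts numbered 1512 (712 higher, 800 lower), 1482 with upper quartile scaling (539 higher, 943 lower), 226 with the offset for length and GC content (59 higher, 167 lower; 178 shared with the 1512) and 1019 to 1661 without 1 library. Without a filter on low counts, 6 genes changed between the populations in WT hearts (3 higher, 3 lower), 10 between genotypes in Tnnt2low cells (5 and 5), 13 in Tnnt2high cells (8 and 5) and 9 in the interaction (0 and 9), where the main test gave 0, 1, 0 and 0. DESeq2 on 12 libraries gave 3 (1 and 2), 6 (4 and 2), 5 (4 and 1) and 5 (2 and 3) for these 4, and DESeq2 on the 2 groups 10 (4 and 6), 11 (8 and 3) and 8 (6 and 2) for the first 3. With only the libraries of the 2 groups, 5 genes changed in WT hearts (3 and 2) and 3 between genotypes in Tnnt2high cells (2 and 1). With 10 counts in every library, and with ribosomal protein and histone genes left out, 1 gene changed in Tnnt2high cells between genotypes. In Tnnt2low cells it was 0 genes with ribosomal protein and histone genes left out, with genes of shared sequence left out and with the robust quasi-likelihood. Slc2a1 passed between genotypes in Tnnt2low cells without a filter (log2 fold change 1.75), with DESeq2 on 12 libraries (1.76) and on the 2 groups (1.75), and in Tnnt2high cells without a filter (1.60) and with DESeq2 on the 2 groups (1.60).

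With an estimated correlation between genes, 0 lists passed in any of the 4 comparisons or the interaction, and with fry 0 passed in 4 of these 5, all but Tnnt2low against Tnnt2high cells of Glut1 transgenic hearts. The G2 and M median of 0.87 within Glut1 transgenic hearts, and the respiratory chain median of -0.86 there, lost their call with the estimated correlation alone. Calls lost with both it and fry were those of the G2 and M genes at -0.51 between genotypes in Tnnt2high cells and at 0.80 in the interaction, of the S-phase genes at 0.35 between genotypes in Tnnt2low cells and at 0.32 in the interaction, and of the respiratory chain at -0.39 in WT hearts. The S-phase genes passed with fry within Glut1 transgenic hearts at 0.0642 (adjusted p = 0.00888), a test against no change rather than against other genes. In WT hearts 6 lists passed with genes of shared sequence left out (10 otherwise), and 3 between genotypes in Tnnt2low cells with the offset (6 otherwise). Histone genes reversed with the offset, from -0.58 to 0.16, as did single genes within Glut1 transgenic hearts: Acacb (-0.15), Aldoa (0.0343), Ryr2 (-0.0276) and Tnnc1 (0.0174), of which none passed then. The share of genes expressed in all 4 populations was 83.5% at 5 CPM in every library and 85.8% at a mean of 10 CPM, where 5 cell cycle genes were among those of Glut1 transgenic Tnnt2low cells alone. Fold changes correlated between the genotypes at 0.52 over genes with a mean of at least 10 CPM.

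The replicate block, with the heart or the shared WT number as the block, gave 1740 genes in Glut1 transgenic hearts, 2 in WT hearts and 0 in the interaction, and as a random effect 1631, 1 and 0. With the block, glycolysis genes no longer passed in Glut1 transgenic hearts (-0.30, adjusted p = 0.0803 from camera) or WT hearts (-0.19, adjusted p = 0.0923 from camera). Immediate early genes newly passed in Glut1 transgenic hearts (0.37), and S-phase genes (-0.17), endothelial markers (-1.16), smooth muscle markers (-0.44) and glucose transporter genes (0.48) in WT hearts. The block changed no other call of a list. Of the genes named by the rule, Actc1 (-0.33), Fabp4 (-1.98), Nppa (-0.54), Rpl9 (-2.38) and Rps7 (-3.43) newly passed in Glut1 transgenic hearts with it, and Rpl37a (-1.72) no longer passed. With the block and the offset, 412 genes changed in Glut1 transgenic hearts (124 higher, 288 lower; 259 shared with the 1512) and 2 in WT hearts. The G2 and M genes of WT hearts passed at 0.13 (adjusted p = 0.0463 from camera), the histone median was 0.22 in Glut1 transgenic hearts, Acacb was -0.14, Aldoa 0.0399, Ryr2 -0.0272, Tnnc1 0.0140, Myh6 -0.25 and Myh7 -0.33. The block with the offset was not run between genotypes, where no pairing joins the libraries.

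With each library left out in turn, the G2 and M median ranged from 0.72 to 1.07 within Glut1 transgenic hearts, -0.22 to 0.55 within WT hearts, 0.0221 to 0.50 between genotypes in Tnnt2low cells, -0.83 to -0.10 in Tnnt2high cells and 0.28 to 1.11 in the interaction. It passed in WT hearts without WT Tnnt2low replicate 1 (0.28) or WT Tnnt2high replicate 2 (0.55), reversed without WT Tnnt2high replicate 1 (-0.22), passed between genotypes in Tnnt2low cells without Glut1 transgenic Tnnt2low replicate 3 (0.32) or 4 (0.40) or WT Tnnt2low replicate 2 (0.50), and no longer passed in Tnnt2high cells (-0.10) and the interaction (0.28) without WT Tnnt2high replicate 2. The S-phase median ranged from 0.02 to 0.14 within Glut1 transgenic hearts, 0.25 to 0.43 between genotypes in Tnnt2low cells and 0.17 to 0.42 in the interaction. The respiratory chain ranged from -0.92 to -0.82 in Glut1 transgenic and -0.63 to -0.15 in WT hearts, and the sarcomere median from -0.10 to -0.03. Tnnt2 ranged from -0.47 to -0.34 in Glut1 transgenic and -0.09 to 0.01 in WT hearts, and Slc2a1 from 1.40 to 2.20 in Tnnt2low and 1.14 to 2.24 in Tnnt2high cells. The correlation between the genotypes ranged from -0.0471 to 0.35 (-0.0471 without WT Tnnt2high replicate 1, 0.18 without WT Tnnt2low replicate 2) and the share of genes expressed in all 4 populations from 85.7% to 88.4% (85.7% without WT Tnnt2high replicate 2, 87.3% and 86.8% without WT Tnnt2low replicates 1 and 2), with 0 to 1 cell cycle genes in Glut1 transgenic Tnnt2low cells alone. Lists past the test numbered 12 to 14 and 8 to 13 within Glut1 transgenic and WT hearts, 2 to 12 between genotypes in Tnnt2low cells (2 without Glut1 transgenic Tnnt2low replicate 1, 12 without WT Tnnt2low replicate 1), 1 to 12 in Tnnt2high cells (1 without WT Tnnt2high replicate 2) and 6 to 12 in the interaction (6 without WT Tnnt2high replicate 2). Genes changed numbered 0 to 1 in each of the 3 other comparisons and the interaction: 1 in WT hearts without Glut1 transgenic Tnnt2high replicate 4, WT Tnnt2high replicate 1 or 2 or WT Tnnt2low replicate 2, 0 between genotypes in Tnnt2low cells without any Glut1 transgenic Tnnt2low replicate, WT Tnnt2low replicate 1 or Glut1 transgenic Tnnt2high replicate 3, 1 in Tnnt2high cells without Glut1 transgenic Tnnt2low replicate 1 or 3, and 1 in the interaction without Glut1 transgenic Tnnt2high replicate 4. Without WT Tnnt2high replicate 1, the endothelial (1.80) and fibroblast (0.12) medians of WT hearts reversed, and that of glycolysis was -0.0111 with camera pointing upward. Their ranges without 1 library were -0.39 to -0.0111 for glycolysis, -3.76 to 1.80 for endothelial and -1.51 to 0.12 for fibroblast markers in WT hearts. Without WT Tnnt2low replicate 2, the respiratory chain (0.14), fatty acid oxidation (0.20) and ribosomal protein (0.19) medians reversed between genotypes in Tnnt2low cells, and camera turned upward for the histone genes (0.62), with ranges of -0.38 to 0.14, -0.22 to 0.20, -0.41 to 0.19 and -0.28 to 0.62 in this order. Without WT Tnnt2high replicate 2, the endothelial list reversed in Tnnt2high cells (-0.82) and the interaction (0.0525) and the fibroblast list in Tnnt2high cells (-0.0107), with ranges of -0.82 to 3.31, -4.32 to 1.51 and -0.018 to 2.13 in this order.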

Differences from the paper's values

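Of the tests in this part, only the one with genes of shared sequence left out was chosen after the results were seen. The counts below are at the paper's thresholds, an adjusted p under 0.05 and over 1.5-fold, in edgeR where the paper used DESeq2, and the other alternatives named were set before the data were examined.

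In Tnnt2low against Tnnt2high cells of Glut1 transgenic hearts, 800 genes were lower, and the paper states 349. Of 26 alternatives, only the replicate block with the offset for length and GC content came within 1.5 times of it (288), and the others ranged from 167 to 1030. The genes that were higher numbered 712, within 1.5 times of the paper's 918. In WT hearts 0 genes were higher and 0 lower (147 and 234 at an unadjusted p under 0.05), and the paper states 76 and 107. None of the 26 alternatives came within 1.5 times of either, and the nearest, DESeq2 on the 2 groups, gave 4 and 6. Between genotypes in Tnnt2low cells 0 were higher and 1 lower, and the paper states 68 and 42. None of 24 alternatives came within 1.5 times of them, with at most 8 higher (DESeq2 on the 2 groups) and 5 lower (no filter on low counts). In Tnnt2high cells 0 were higher and 0 lower between genotypes (266 and 384 at an unadjusted p under 0.05), and the paper states 70 and 82. None of 24 alternatives came within 1.5 times of them, and no filter on low counts gave the most, 8 and 5. DESeq2 on the 12 libraries gave 1 and 2 in WT hearts, 4 and 2 in Tnnt2low and 4 and 1 in Tnnt2high cells between genotypes.

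Genes expressed in Glut1 transgenic Tnnt2low cells alone numbered 64 at a mean of 5 CPM, and the paper shows about 140 in Fig. 2c, read by eye, where it states no threshold. Of 15 alternatives, only a mean of 1 CPM as the minimum came within 1.5 times (111), and the others ranged from 50 to 89. Genes expressed in WT Tnnt2low cells alone numbered 77, which matches the number in the figure. Of 15 alternatives 12 came within 1.5 times of it. The number was 132 at a mean of 1 CPM, 155 at 5 CPM in every library and 162 without WT Tnnt2low replicate 2.

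The paper describes the genes of Glut1 transgenic Tnnt2low cells alone as rich in the cell cycle. Of those 64 genes, 0 were G2 and M genes and 1 an S-phase gene, too few genes to decide this. At a mean of 10 CPM 5 of 88 were cell cycle genes (two-sided Fisher's exact test, p = 0.00162), and 3 of them G2 and M genes (p = 0.0147). At a mean of 1 CPM, the setting nearest the paper's number, it was 0 of 111, and at 5 CPM in every library 1 of 50 (two-sided Fisher's exact test, p = 1 and p = 0.371). It describes the cardiac genes of its heatmap as lower in Tnnt2low cells, where 2 of 5 fell in Glut1 transgenic hearts, Tnnt2 and Myl2, and Myh6 and Myh7 had positive log2 fold changes that did not pass (0.19 and 0.11). The mean score of this list was lower in Tnnt2low cells in each of the 4 hearts (-0.10 against 0.17; two-sided exact permutation test, p = 0.0857), its median was -0.32 (-0.41 to -0.25 without 1 library), and DESeq2 on the 12 libraries passed 3 of its genes as lower and 0 as higher. With the replicate block and the offset Myh6 (-0.25), Myh7 (-0.33) and Tnnt2 (-0.43) were lower and passed, while Myl2 (-0.23) and Actc1 (0.11) did not. Actc1 (-0.32, adjusted p = 0.0699) passed with upper quartile scaling (-0.38), DESeq2 on the 12 libraries (-0.34) and the replicate block (-0.33), and with genes of shared sequence left out (-0.36). It describes Tnnt2 as lower in Tnnt2low cells, which holds for Glut1 transgenic hearts, while in WT hearts its log2 fold change was -0.04 and did not pass. The paper's table states 50 genes per comparison, and the copy used here held 49 for each. Of those for Tnnt2low against Tnnt2high cells of Glut1 transgenic hearts, 49 of 49 were higher here and 42 passed. With the offset for length and GC content 13 passed, with the robust test 29 and with the replicate block and the offset 30. Without a filter on low counts 47 passed. Of the table's genes for WT hearts 47 of 47 tested were higher and 0 passed (27 at an unadjusted p under 0.05). Of the table's genes for Tnnt2low cells between genotypes, 27 of 47 tested were higher and 0 passed, and for Tnnt2high cells 42 of 49 were higher and 0 passed (14 and 11 at an unadjusted p under 0.05). DESeq2 on the 12 libraries passed Hist1h2bj for WT hearts, Slc2a1 and the Y-linked Eif2s3y for Tnnt2low cells and Slc2a3 and Eif2s3y for Tnnt2high cells as higher, and Eln for Tnnt2low cells as lower. No filter on low counts passed 3, 3 and 2 of these genes as higher, and for Tnnt2low cells 3 as lower (Rps3a1, Eln and Hist1h2ah). For Glut1 transgenic hearts the replicate block also passed Irs2 and Fos. Of the table's genes, 11, 29, 36 and 33 share sequence with other places, in the order given.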

Other observations

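The test of shared sequence was chosen only after the counts had been seen.

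Genes of the early response to stimuli rose in part in Tnnt2low relative to Tnnt2high cells of Glut1 transgenic hearts (n = 4 libraries each). Of 28 immediate early genes 6 rose and 22 did not pass (6 higher and 1 lower adjusted over the list alone). Their median log2 fold change was 0.28 (adjusted p = 0.128 from camera), and 0.20 to 0.51 when each library was left out in turn. The list passed with the heart as a block (0.37, adjusted p = 0.0149) and with the offset for length and GC content (0.37, adjusted p = 0.0134). It also passed without Glut1 transgenic Tnnt2low replicate 2 (0.37, adjusted p = 0.00848). Fosb, a part of the AP-1 factor, rose from 24.5 ± 12.2 to 95.7 ± 54.6 CPM (SD, n = 4 each), a log2 fold change of 1.97 (standard error 0.48, adjusted p = 0.0127 from edgeR's quasi-likelihood test). Cyr61, a matricellular protein, rose from 80.8 ± 31.1 to 163 ± 26.9 CPM (SD, n = 4 each), by 1.01 (standard error 0.29, adjusted p = 0.0276 from edgeR). Fosb no longer passed with the offset (1.82) or the robust test (adjusted p = 0.0639), and Cyr61 not with the robust test (adjusted p = 0.0730) or without Glut1 transgenic Tnnt2low replicate 1 (0.89) or Glut1 transgenic Tnnt2high replicate 2 (1.02), 3 (0.88) or 4 (0.88). Of 37 genes of the pentose phosphate pathway and nucleotide synthesis, 6 fell and 2 rose (7 and 2 adjusted over the list alone), at a median of -0.25 (adjusted p = 0.0674 from camera), and the list passed without Glut1 transgenic Tnnt2high replicate 1 (-0.26, adjusted p = 0.0439). Its mean score was lower in Tnnt2low cells in each of the 4 hearts with no overlap, -0.07 against 0.12. The two-sided exact permutation test gave p = 0.0286, the smallest p that 4 libraries against 4 allow without their pairing by heart. A test that keeps the pairing was not run. Guk1, the guanylate kinase, fell from 61.7 ± 10.1 to 32.1 ± 3.55 CPM (SD, n = 4 each), a log2 fold change of -0.94 (standard error 0.17, adjusted p = 0.00337 from edgeR). Taldo1, the transaldolase, had a log2 fold change of -0.73 (standard error 0.13, adjusted p = 0.00303 from edgeR), with 14.5% of its sequence shared with other places, and with the offset Guk1 (-0.40) and Taldo1 (-0.26) no longer passed. Of 18 glycogen genes Phka1, a subunit of phosphorylase kinase, rose by 0.66, and Gyg (-0.41) and Ugp2 (-0.48) fell (1 and 2 adjusted over the list alone), at a median of -0.03 with camera pointing upward (adjusted p = 0.800). Phka1 no longer passed with the offset (0.33) or without Glut1 transgenic Tnnt2low replicate 1 (0.67), 2 (0.61) or 4 (0.61) or Glut1 transgenic Tnnt2high replicate 1 (0.67), 2 (0.54) or 4 (0.63). Of 11 glucose-responsive genes Acacb, an acetyl-CoA carboxylase, rose by 0.42 (adjusted p = 0.0413 from edgeR), which turned to -0.15 with the offset and no longer passed without any 1 of the Glut1 transgenic Tnnt2low replicates (0.43, 0.43, 0.44 and 0.39 in their order) or Glut1 transgenic Tnnt2high replicate 1 (0.34) or 2 (0.35), and 0 passed adjusted over the list alone; the median was -0.07 and the mean 0.16 (adjusted p = 0.428 from camera). Of 6 glucose transporter genes 0 passed (0 at an unadjusted p under 0.05, 0 by DESeq2, 0 adjusted over the list alone), at a median of -0.12 (adjusted p = 0.800 from camera), and of 9 polyol and hexosamine genes 0 passed (1 higher at an unadjusted p under 0.05, 0 by DESeq2, 0 adjusted over the list alone), at a median of -0.06 with camera pointing upward (adjusted p = 0.790).

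Of 16 heat shock genes the small heat shock protein Hspb1 (-0.56) and the mitochondrial chaperonin Hspe1 (-0.68) fell in the same comparison, also adjusted over the list alone, at a list median of -0.06 (adjusted p = 0.844 from camera), and 25.3% of the sequence of Hspe1 is shared with other places, and Hspe1 was at -0.01 with the offset and no longer passed. Of 6 nuclear-retained RNAs 0 passed (0 at an unadjusted p under 0.05, 0 by DESeq2, 0 adjusted over the list alone), at a median of 0.40 (adjusted p = 0.428 from camera), with Neat1 at 0.49 (standard error 0.31) and Malat1 at -0.07 (standard error 0.17). Of 10 smooth muscle and pericyte markers Cspg4 (0.49) and Abcc9 (0.46) rose and Pdgfrb (-2.47) and Notch3 (-2.52) fell (2 higher and 4 lower adjusted over the list alone), at a median of -0.36 (adjusted p = 0.235 from camera). Pdgfrb no longer passed with the offset (-2.85) or without Glut1 transgenic Tnnt2low replicate 1 (-2.25) or 2 (-2.29) or Glut1 transgenic Tnnt2high replicate 1 (-2.19). Of 5 epicardial markers Aldh1a2 fell (-2.93, with 1 lower adjusted over the list alone). The median of these markers was -0.07 (adjusted p = 0.294 from camera), and -0.68 to 0.46 when each library was left out in turn. Aldh1a2 did not pass with the offset (-2.72) or without Glut1 transgenic Tnnt2low replicate 1 (-2.95) or Glut1 transgenic Tnnt2high replicate 1 (-2.58). Of 10 atrial markers 0 passed in edgeR (2 lower at an unadjusted p under 0.05, 1 lower by DESeq2, 0 adjusted over the list alone), at a median of -0.10 (adjusted p = 0.368 from camera), with Nppa, the atrial natriuretic peptide, at -0.57 (standard error 0.23, adjusted p = 0.112 from edgeR); it passed with the heart as a block (-0.54, adjusted p = 0.0111) and without Glut1 transgenic Tnnt2high replicate 3 (-0.77). Too few genes were measured for a test of 4 leukocyte markers (median -0.53), 1 erythroid marker (-0.09) and 3 Schwann and neuronal markers (0.48), and of these 8 genes 0 passed edgeR.

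Some genes had high counts in 1 library of a group and few in another, and reads shared between paralogs or pseudogenes may be the source. Among 7945 genes with a mean of at least 10 CPM, sequence shared with other places was found in 41.0% of the 398 genes with the highest spread within groups and in 12.7% of the rest, a ratio of 3.23 (two-sided Fisher's exact test, p = 4.54e-42, over genes that are not independent replicates). The share of reads that such genes exchange was not measured.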
